# Long‐term NAD+ supplementation prevents the progression of age‐related hearing loss in mice

**DOI:** 10.1111/acel.13909

**Published:** 2023-07-03

**Authors:** Mustafa N. Okur, Burcin Duan Sahbaz, Risako Kimura, Uri Manor, Jaimin Patel, Jae‐Hyeon Park, Leo Andrade, Chandrakala Puligilla, Deborah L. Croteau, Vilhelm A. Bohr

**Keywords:** age‐related hearing loss, NAD+, nicotinamide riboside

## Abstract

Age‐related hearing loss (ARHL) is the most common sensory disability associated with human aging. Yet, there are no approved measures for preventing or treating this debilitating condition. With its slow progression, continuous and safe approaches are critical for ARHL treatment. Nicotinamide Riboside (NR), a NAD+ precursor, is well tolerated even for long‐term use and is already shown effective in various disease models including Alzheimer's and Parkinson's disease. It has also been beneficial against noise‐induced hearing loss and in hearing loss associated with premature aging. However, its beneficial impact on ARHL is not known. Using two different wild‐type mouse strains, we show that long‐term NR administration prevents the progression of ARHL. Through transcriptomic and biochemical analysis, we find that NR administration restores age‐associated reduction in cochlear NAD+ levels, upregulates biological pathways associated with synaptic transmission and PPAR signaling, and reduces the number of orphan ribbon synapses between afferent auditory neurons and inner hair cells. We also find that NR targets a novel pathway of lipid droplets in the cochlea by inducing the expression of CIDEC and PLIN1 proteins that are downstream of PPAR signaling and are key for lipid droplet growth. Taken together, our results demonstrate the therapeutic potential of NR treatment for ARHL and provide novel insights into its mechanism of action.

## 1 INTRODUCTION

Age‐related hearing loss (ARHL) is the most common sensory disability affecting the elderly human population. It manifests as a progressive, bilateral decline in hearing function starting with high‐frequency sounds. One in three adults over the age of 65 show clinically diagnosable hearing loss, and the risk doubles with every decade of life (Briggs, 2019). Due to its slow progression, ARHL is often overlooked. Yet, it is extensively associated with cognitive decline, social isolation, and accident risk. Combined with the projected increase in the global elderly population, ARHL poses an enormous public health challenge.

Despite its rising prevalence and medical cost, the etiology of ARHL is not clear. Age‐dependent changes in DNA damage accumulation, oxidative stress, mitochondrial dysfunction, and senescent‐associated inflammation are postulated underlying biological mechanisms leading to ARHL (Okur & Djalilian, 2022; Wang & Puel, 2020). Interestingly, the abundance of intracellular NAD+ levels plays a prominent role in correcting multiple aspects of the abovementioned biological events or ameliorating their cytotoxic outcomes (Fang et al., 2019; Okur, Fang, et al., 2020). NAD+ is a critical cofactor for numerous enzymes central to metabolism, longevity, and neuroprotection (Verdin, 2015). Notably, cochlear NAD+ levels decline in response to noise exposure, and NAD+ augmentation restores noise‐induced neurite retraction from inner hair cells (IHCs), suggesting that NAD+ levels are critical for proper cochlear function (Brown et al., 2014). Indeed, we previously showed that NAD+ supplementation improves synaptic connectivity in the cochlea and prevents the progression of hearing loss in a premature aging disease model associated with dramatic hearing loss (Okur, Mao, et al., 2020). However, the impact of long‐term NAD+ supplementation on ARHL has not been tested using a direct NAD+ precursor.

Nicotinamide riboside (NR) is a NAD+ precursor found in foods including fruits, vegetables, meat, and milk (Yoshino et al., 2018). NR is well tolerated in rodents and humans and its oral intake is shown to boost NAD+ levels in a variety of tissues and organs including the brain and heart (Diguet et al., 2018; Martens et al., 2018). Using two different mouse models, we show that long‐term NR administration reduces the progression of ARHL, particularly of high‐frequency sounds. Mechanistically, we find that oral NR administration restores age‐associated NAD+ decline in mouse cochlea. Also, our cochlear transcriptomic analysis demonstrates that NR upregulates pathways associated with synaptic connectivity. Our in‐depth electrophysiological and histological analyses in cochlea support these results and show that NR enhances synaptic connectivity between cochlear sensory cells and afferent primary neurons in mice. In addition, we find that NR administration elevates the expression of key proteins involved in lipid droplet growth such as CIDEC and PLIN1, illustrating a novel pathway targeted by NR. Overall, these findings demonstrate the translational potential of NR on ARHL and provide novel insights into its mechanism of action.

## 2 RESULTS

### 2.1 NR prevents the progression of ARHL

NAD+ levels decline upon aging in various rodent tissues including the kidney, brain, heart, and lung (Braidy et al., 2011). To assess whether the same phenomenon applies to cochlear tissue, we compared cellular NAD+ levels in the cochlea of young (2‐month‐old) and old mice (12‐month‐old) and tested if oral NR administration restores NAD+ levels. We found that total NAD+ and relative NAD+/NADH levels were indeed lower in the aged cochlea, and this decline was rescued significantly with NR administration (Figure 1a). Given that NAD+ levels are associated with cochlear function (Brown et al., 2014), we next tested the effect of long‐term NR administration on hearing loss in aged mice (Figure 1b). One of the primary functions of NAD+ is to improve mitochondrial health by inducing mitochondrial turnover (Fang et al., 2019; Okur, Fang, et al., 2020). To gain insight into the mechanism of action of NAD+'s benefit on hearing loss, we used WT (mtKeima) mice with a reporter gene to also assess mitochondrial degradation (mitophagy) in the cochlea (Malide et al., 2016) (see Supplementary Methods for details). We used the Auditory Brain Response (ABR) system to measure hearing capacity. ABR measures brain wave activity in response to sound stimuli at different frequencies (Hz) and decibel (dB) intensities (see Supplementary Methods for details). We observed an age‐dependent elevation in hearing loss in the non‐treated group at all frequencies tested, showing that the WT mouse strain used in these experiments suffers from ARHL (Figure 1c). Remarkably, NR administration prevented the progression of ARHL specifically at high frequencies while no effect at lower frequencies was observed (Figure 1c). This phenomenon was observed in both males and females (Figure S1) with similar differences. We next compared the hearing threshold shift in treated and non‐treated groups to analyze NR's effect on hearing loss in individual mice. We found that NR not only prevented hearing loss progression but also improved high‐frequency hearing in a subset of mice in the NR‐treated group (Figure 1d).

**FIGURE 1:**
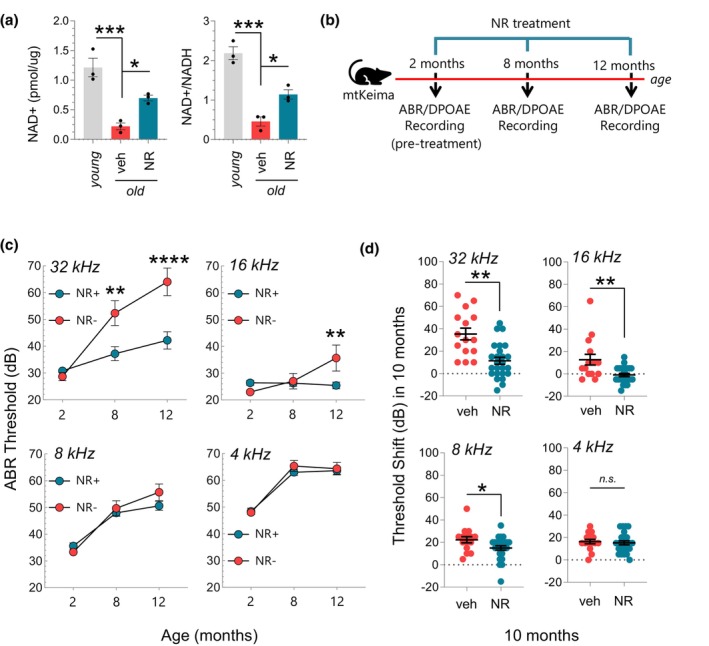
NAD+ supplementation using NR prevents the progression of age‐related hearing loss in WT mice (mtKeima). (a) The total NAD+ levels per ug of the cochlea (left panel) and relative NAD+/NADH levels (right panel) were measured in the cochlea of young (2‐month‐old), old (12‐month‐old), and NR‐treated old mice (12‐month‐old). *N* = 3 and ordinary one‐way ANOVA were used to determine significant differences. (b) Outline for NR treatment and ABR/DPOAE recordings in WT mice (mtKeima). (c) ABR thresholds for WT and NR‐treated WT mice at 2, 8, and 12 m of age. A total of 40 WT mice were tested for hearing capacity at the age of 2 m and then randomly split into two groups of NR‐treated (*N* = 25) and non‐treated (*N* = 15). NR treatment started at the age of 2 m. ABRs in both groups were measured again at the age of 8 and 12 m, which correspond to 6 and 10 m of NR treatment respectively. Mixed effect analysis with Sidak's multiple comparison test was used to determine significant differences. (d) Threshold shifts at 8, 16, and 32 kHz in NR‐treated and untreated groups. ABR data in (c) were used to calculate the hearing shift. Each dot represents a data point for an individual mouse. Two‐tailed *t*‐test was used to determine significant differences. Mean ± SE, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 and n.s., not significant.

### 2.2 NR elevates wave I and III ABR amplitudes

ABRs are electrical potentials and recorded as five to seven waves in the first 10 ms due to synchronous firing of nerve fibers after an auditory stimulus. The first wave (wave I) captures the activity of IHCs, afferent auditory neurons, and the synaptic connectivity between them. The following waves (waves II, III, IV, and V) are believed to correspond to locations descending through the auditory pathway corresponding to the cochlear nucleus, superior olivary complex, lateral lemniscus, and inferior colliculus, respectively. The reduction in the wave magnitude or increase in wave latency indicates a hearing deficit while the impacted wave provides valuable information for locating the deficit along the auditory pathway. We reconstructed average ABR waveforms and further examined the wave activity to gain more insight into NR's benefit on hearing (Figure 2a). We found that the average wave amplitude (40 dB at 32 kHz) declines as a function of age in both treated and non‐treated groups (Figure 2a, compare the top and bottom panels). However, despite the decline, the amplitude of the waveforms in the NR‐treated group was prominently higher than the ones in the non‐treated group at 12 months (m) of age although they were similar at young ages (Figure 2a, bottom panel). We next quantified and compared the amplitudes of individual waves in each mouse (Figure 2b). Wave amplitudes fade away at lower decibel sounds so we analyzed wave amplitudes in response to higher decibel sound (80 dB) to account for all mice including the ones with prominent hearing loss. We found that NR specifically enhanced Wave I and Wave III amplitudes in the treated vs. non‐treated group (Figure 2b). These results indicate NR enhances cell function along the auditory pathway. This could include either or both sensory and auditory nerve cells and synapses thereof in the cochlea (Wave I), and nerve cells in the superior olivary complex in the brainstem (Wave III).

**FIGURE 2:**
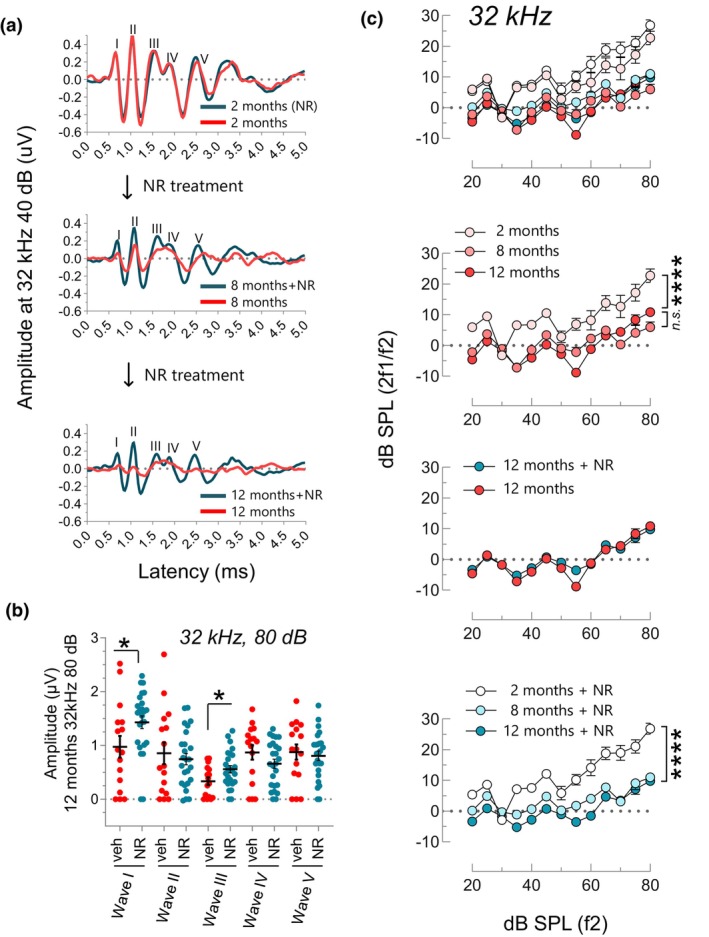
NR does not affect DPOAE but elevates wave I and III ABR amplitudes in WT mice (mtKeima). (a) Averaged ABR waveforms in NR‐treated and non‐treated mice resulting from a 32 kHz 40 dB SPL stimulus presented at 2, 8, and 12 m of age. (b) Quantification of wave I‐V amplitudes at 12 m. NR treatment significantly preserves wave I and III amplitudes. Each dot represents a data point for an individual mouse. Two‐tailed *t*‐test was used to determine significant differences. (c) DPOAE levels at 32 kHz are shown at the age of 2, 8, and 12 m of age in NR‐treated (*N* = 25) and non‐treated mice (*N* = 13). The area under the curve (above −10 on the *y*‐axis) is calculated for each sample and two‐way ANOVA with Tukey's post hoc test was used for statistical analysis. Mean ± SE. *p ≤ 0.05, ****p ≤ 0.0001 and n.s., not significant.

### 2.3 NR does not affect outer hair cell function

Due to their vulnerable nature, outer hair cells (OHCs) are lost early during aging, prominently contributing to ARHL. Thus, we also tested if NR benefits hearing by preventing age‐associated loss of OHCs. To address this, we measured DPOAE levels, which is an overall indicator of OHC functionality (see Supplementary Methods for details). We observed an age‐associated decline in DPOAE levels in the non‐treated group at 32 kHz while no significant difference was observed at lower frequencies (Figure 2c and Figure S2). Interestingly, NR treatment did not impact overall DPOAE levels, suggesting that NR's benefit on ARHL involves a mechanism other than its effect on OHCs (Figure 2c, the third panel from the top).

### 2.4 NR upregulates biological events associated with synaptic transmission and the PPAR signaling pathway

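RNA was taken from the whole cochlea of 12-month-old mtKeima mice, a strain that expresses a pH-dependent fluorescent protein in its mitochondria. The 5 NR-treated mice drank water with 7 mg/ml NR (24 mM) for 10 months from the age of 2 months, and the 5 non-treated mice drank regular water. Poly(A) RNA was made into 1 library per mouse and sequenced with paired-end reads. Novogene aligned the reads to mm10 with STAR, allowing 2 mismatches, and counted them on genes with featureCounts in its default mode, which takes no account of the strand. The deposited values are these whole-number counts for 54532 genes, without normalization. Between 17060379 and 22931581 reads were counted on genes in the NR-treated mice, with a median of 22346972. In the non-treated mice the total lay between 20004667 and 24419230, with a median of 23007355. The totals of the groups did not differ by more than chance (exact two-sided permutation test, p = 0.357). The 10 most counted genes took 5.88% to 7.32% of the counts in NR-treated mice and 6.18% to 9.13% in non-treated mice. Genes of the mitochondrial genome took 2.74% to 3.96% and 2.66% to 3.00%. The counts were normalized here with the TMM method of edgeR, and the 18329 genes kept by its filterByExpr function, of 33224 with at least 1 read, were tested with its quasi-likelihood test. Genes named in the text that this filter left out were tested in a second fit of all genes with at least 1 read. All p-values of genes were adjusted by the Benjamini-Hochberg method over the genes of their fit. Levels are given as CPM, the count scaled by the size of its library, and log2 CPM was computed with a prior count of 2. The common biological coefficient of variation between mice of a group was 0.207. With 5 mice against 5, the smallest two-sided p that an exact permutation test can give is 0.00794. The labels name no sequencing batch.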

To investigate the biological mechanism of NR action on ARHL, we used unbiased RNA sequencing (RNA‐seq) to identify the transcriptomic profiles of the cochlea from treated and non‐treated groups. 

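At an unadjusted p of 0.05, 886 genes were higher and 894 were lower in NR-treated than in non-treated cochlea. These were 9.71% of the tested genes, and the median size of their log2 fold change was 0.38. The median log2 fold change of all tested genes was -0.01. After adjustment, 0 genes were higher and 0 were lower at 0.05, and the smallest adjusted p was 0.224, shared by 9 genes. In 141 genes every NR-treated mouse lay above every non-treated mouse, and in 161 genes every one lay below. Together these were 1.65% of the tested genes, where chance gives 0.794%. The Wald test of DESeq2, the tool that the supplementary methods name, gave 1162 higher and 1021 lower genes at an unadjusted p of 0.05. Of the genes called by edgeR, 859 higher and 823 lower ones were among them. DESeq2 gave 52 higher and 50 lower genes at an adjusted p of 0.05. Among the edgeR alternatives that kept all 10 samples, testing every gene with at least 1 read moved the count of higher genes most, to 1414, with 1066 lower. Without NR replicate 3 the edgeR counts were 669 higher and 484 lower, and without NR replicate 2 they were 1414 and 1026. The 10 samples were also split into other groups of 5 against 5, and 12 of 100 such splits, the real one included, gave as many genes at an unadjusted p of 0.05.

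**Figure D1:**
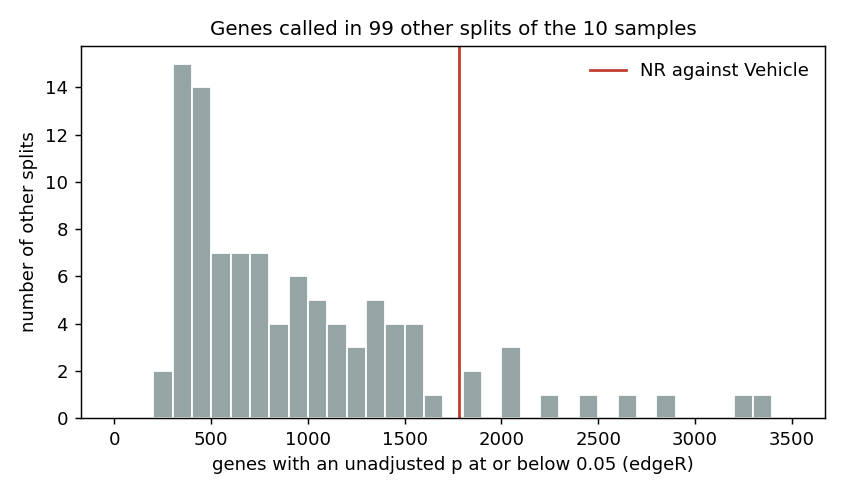
Number of genes with an unadjusted p at or below 0.05 in edgeR (x axis) against the number of splits of the 10 cochlea samples that gave it (y axis). The line marks the 1780 genes of NR against Vehicle, the non-treated group. The other splits drawn had a median of 770 genes and a highest count of 3323.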

We found 1162 up‐regulated genes and 1021 down‐regulated genes with NR treatment (Figure 3a). 

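The similarity of the samples was measured as the mean Euclidean distance between the log2 CPM of pairs of mice. Over all tested genes, the distance was 66.5 between NR-treated mice (range 52.7 to 81.4 over 10 pairs) and 78.4 between non-treated mice (range 62.2 to 85.3). The difference of -11.9 exceeded that of most relabelings of the samples (exact two-sided permutation test, p = 0.0159). Over the 1780 genes with an unadjusted p of 0.05, the distances were 24.4 and 24.1, a difference of 0.338 that did not exceed chance (exact permutation test, p = 0.929). The difference over all tested genes was -7.93 without NR replicate 3 (exact permutation test, p = 0.111). With 1 minus Spearman's correlation as the distance, it was -0.00435 (exact permutation test, p = 0.0556). Pearson correlations over all tested genes ranged from 0.973 to 0.988 within the NR-treated group, from 0.969 to 0.984 within the non-treated group and from 0.966 to 0.983 between them. Average-linkage clustering on these correlations placed the 5 NR-treated mice in 1 cluster with Vehicle replicates 1 and 2 and the other non-treated mice in a second. When clustering used only the genes with an unadjusted p of 0.05, which were selected for their difference between the groups, it separated the 5 NR-treated from the 5 non-treated mice. The first principal component of all tested genes held 29.0% of the variance, and its scores did not separate the groups by more than chance (exact permutation test, p = 0.0714).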

When hierarchical clustering was performed on those differentially expressed genes, NR‐treated samples cluster more closely together, suggesting that NR led to a similar gene expression pattern in the cochlea in treated mice (Figure 3b). We next performed gene ontology (GO) analysis to identify biological processes that are altered with NR treatment. 

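Because the GO and KEGG annotations were not analysed here, gene lists were written by hand for the terms of Fig. 3c and 3d. Each was tested for over-representation among the higher and among the lower genes at an unadjusted p of 0.05, against all tested genes, and the p-values were adjusted over the 20 tests of 10 lists in 2 directions. Of 83 tested genes of the postsynaptic membrane, 21 were among the higher genes, where 4.01 were expected (one-sided Fisher's exact test, adjusted p = 5.27e-09), and 1 was among the lower genes. The neuronal nicotinic receptor subunits Chrnb4, Chrna5 and Chrna3 had log2 fold changes of 1.18, 1.13 and 1.07, each with an unadjusted p at or below 0.05. The most abundant member, Clstn1, had a log2 fold change of -0.08 (standard error 0.08). In the list as a whole, 54 of 83 genes were higher, with a median log2 fold change of 0.09. The mean log2 CPM of the list was 3.39 ± 0.11 (SD, n = 5) in NR-treated and 3.09 ± 0.17 (SD, n = 5) in non-treated mice. The difference of 0.30 had a p of 0.0159 in an exact permutation test, or 0.0529 after adjustment over the 10 lists, and 4 of 5 NR-treated mice lay above every non-treated mouse. Fisher's test treats genes as independent. The camera test with a preset correlation between genes of 0.01 gave an adjusted p of 2.07e-05, and with the correlation estimated from the samples it gave 0.243. The rotation test fry gave an adjusted p of 0.117. Of the 10 lists, only histones had an adjusted p under 0.05 in fry, and none had one in camera with the estimated correlation.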

Remarkably, NR treatment up‐regulated many terms associated with synaptic transmission such as postsynaptic membrane, signal release from the synapse, synaptic vesicle transport, and synaptic vesicle cycling (Figure 3c), consistent with the wave‐form analysis in Figure 2, as well as with our previous study (Okur, Mao, et al., 2020). Down‐regulated GO terms, on the other hand, included sensory perception, inner ear development, and ear development and morphogenesis. 

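Of 79 tested genes for the sensory perception of sound, 15 were among the lower genes at an unadjusted p of 0.05, where 3.85 were expected (one-sided Fisher's exact test, adjusted p = 5.40e-05), and 0 were among the higher genes. In this list 73 of 79 genes were lower in NR-treated mice, and the median log2 fold change was -0.29. Its most abundant member, Coch, had a log2 fold change of -0.19 (standard error 0.19). Tectb and Tecta, which encode tectorial membrane proteins, had log2 fold changes of -1.43 and -1.24. Slc12a2, an ion transporter gene, had a log2 fold change of -0.72 (standard error 0.19, adjusted p = 0.408). The mean log2 CPM of the list was 4.62 ± 0.23 (SD, n = 5) in NR-treated and 4.91 ± 0.50 (SD, n = 5) in non-treated mice, a difference within the spread between mice (exact permutation test, p = 0.278). Vehicle replicates 3 and 4 had the highest levels, 5.33 and 5.56. Without Vehicle replicate 4 the adjusted p of the Fisher test was 0.902, and without Vehicle replicate 3 it was 0.538. Without NR replicate 5 or NR replicate 1 it was 0.156 or 0.0678. The inner ear development list had 11 of its 79 tested genes among the lower genes, where 3.85 were expected (Fisher's exact test, adjusted p = 0.00505), and 3 among the higher genes. Its median log2 fold change was -0.11, and 57 of the genes were lower. Its adjusted p rose to 0.364 without NR replicate 1 and was also above 0.05 without NR replicates 3 or 5 or Vehicle replicates 3 or 4. Histone genes were listed because Fig. 3c includes terms of chromatin. Of 34 tested histone genes, 9 were among the lower genes, where 1.66 were expected (Fisher's exact test, adjusted p = 1.74e-04), and 0 were among the higher genes. Their median log2 fold change was -0.27, and their mean log2 CPM was lower in each of the 5 NR-treated mice than in every non-treated mouse (exact permutation test, p = 0.00794, adjusted p = 0.0529).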

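Of 88 tested nuclear genes for subunits of oxidative phosphorylation, 2 were among the higher and 0 among the lower genes at an unadjusted p of 0.05, where 4.25 and 4.29 were expected (Fisher's exact test, adjusted p = 1 in each direction). The median log2 fold change of the list was 0.02, and its mean log2 CPM was 6.65 ± 0.09 (SD, n = 5) in NR-treated and 6.61 ± 0.08 (SD, n = 5) in non-treated mice. Of the 13 proteins encoded by the mitochondrial genome, 1 was among the higher genes, mt-Co2, with a log2 fold change of 0.28. The median log2 fold change of these 13 genes was 0.10. Mean levels of the nuclear and of the mitochondrial list did not differ by more than chance (exact permutation tests, p = 0.413 and 0.381). In these lists 63 of 88 and 12 of 13 genes were higher in NR-treated mice. The camera test with the preset correlation gave them adjusted p-values of 0.0285 and 0.0383, and with the correlation estimated they were 0.636 and 0.427.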

Notably, mitochondria‐related terms were not among the most significantly changed GO‐term list (Figure 3c). This was surprising given the role of NAD+ in mitochondrial homeostasis. We extended our analysis and performed KEGG enrichment to identify associated biological pathways with treatment. 

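Of 32 tested genes of the nicotine addiction pathway, 8 were among the higher genes at an unadjusted p of 0.05, where 1.55 were expected (one-sided Fisher's exact test, adjusted p = 5.39e-04). The median log2 fold change of this list was 0.31, with 25 of 32 genes higher. Its mean log2 CPM was 3.14 ± 0.27 (SD, n = 5) in NR-treated and 2.61 ± 0.32 (SD, n = 5) in non-treated mice (exact permutation test, p = 0.0317, or 0.0635 adjusted over the 10 lists). The list holds mostly receptor subunits. Its most abundant member, the vesicular glutamate transporter gene Slc17a7, had a log2 fold change of -0.22 (standard error 0.17), and the related Slc17a6, 1 of the 8, had 0.52 (standard error 0.19). Without NR replicate 3 the adjusted p of the Fisher test was 0.308, and without Vehicle replicate 2 or 3 it was 0.108 or 0.0533. Dilated cardiomyopathy had 9 of 77 tested genes among the higher genes, where 3.72 were expected (Fisher's exact test, adjusted p = 0.0294), and 3 among the lower genes. Its median log2 fold change was 0.05. The genes with the largest changes in this list, Ttn (2.92), Des (1.63) and Sgca (1.45), encode muscle proteins, while the most abundant member, Actb, had a log2 fold change of 0.069 (standard error 0.10). The adjusted p of the dilated cardiomyopathy list was 0.744 without NR replicate 3, and it was above 0.05 in 6 of the 10 fits that each left out 1 sample.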

We found that seven pathways were significantly up‐regulated with treatment while no down‐regulated pathways were observed (Figure 3d). 

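Of 67 tested genes of the synaptic vesicle cycle, 11 were among the higher genes at an unadjusted p of 0.05, where 3.24 were expected (one-sided Fisher's exact test, adjusted p = 0.00136), and 0 were among the lower genes. The log2 fold changes were small, with a median of 0.12, and 57 of 67 genes were higher. The largest of the 11 were those of Syt1, at 0.92, and Unc13c, at 0.72. The most abundant member, Snap25, changed by 0.17 (standard error 0.13) on the log2 scale. Mean log2 CPM of the list was 6.56 ± 0.06 (SD, n = 5) in NR-treated and 6.40 ± 0.10 (SD, n = 5) in non-treated mice. The difference of 0.16 had a p of 0.0238 in an exact permutation test, or 0.0595 adjusted over the 10 lists, with 3 of 5 NR-treated mice above every non-treated mouse. The adjusted p of the Fisher test stayed at or below 0.0119 when any 1 sample was left out. A pair of Reactome pathways from a published collection, chosen by name, was tested for over-representation among the higher genes alone. The p-values were adjusted over this pair only. Neither pathway was tested with camera, fry, other splits or left-out samples. Neurotransmitter Release Cycle had 6 of 38 tested genes among the higher genes, where 1.84 were expected (Fisher's exact test, adjusted p = 0.00921). Transmission across Chemical Synapses had 21 of 165, where 7.98 were expected (Fisher's exact test, adjusted p = 9.61e-05). From the synaptic vesicle cycle being a higher term in KEGG as in GO, the paper proposes that NR treatment promotes pathways of synaptic transmission.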

Interestingly, ‘synaptic vesicle cycle’ was an upregulated term in KEGG as it was in the GO analysis (Figure 3c,d), supporting the notion that NR treatment promotes biological pathways associated with synaptic transmission. Among the upregulated list of KEGG pathways, we also identified that NR improved PPAR signaling, a family of transcription factors that regulate metabolic homeostasis (Grygiel‐Górniak, 2014). 

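Of 63 tested genes of PPAR signaling, 9 were among the higher genes at an unadjusted p of 0.05, where 3.05 were expected (one-sided Fisher's exact test, adjusted p = 0.00896), and 2 were among the lower genes. The 9 included Aqp7 (log2 fold change 2.43), Fabp4 (1.34) and Lpl (0.99), and Plin1, Pck1 and Pparg were also members. The median log2 fold change of the list was 0.05, with 38 of 63 genes higher. Its most abundant members were not among the higher genes. Scd2 and Scd1 had log2 fold changes of -0.17 and -0.21. Among genes of the list at or above the median expression of all tested genes, the adjusted p of the Fisher test was 1. The mean log2 CPM of the list was 4.78 ± 0.08 (SD, n = 5) in NR-treated and 4.55 ± 0.10 (SD, n = 5) in non-treated mice (exact permutation test, p = 0.0159, or 0.0529 adjusted over the 10 lists), and 4 of 5 NR-treated mice lay above every non-treated mouse. The camera test gave an adjusted p of 0.0638. Without Vehicle replicate 2 the adjusted p of the Fisher test was 0.160. Of 22 tested genes listed as adipocyte-restricted, 20 were higher in NR-treated mice, with a median log2 fold change of 0.47. Of these 22 genes, 5 belong to the PPAR signaling list. Of 28 tested PPAR targets that are not restricted to adipocytes, 14 were higher.

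**Figure D2:**
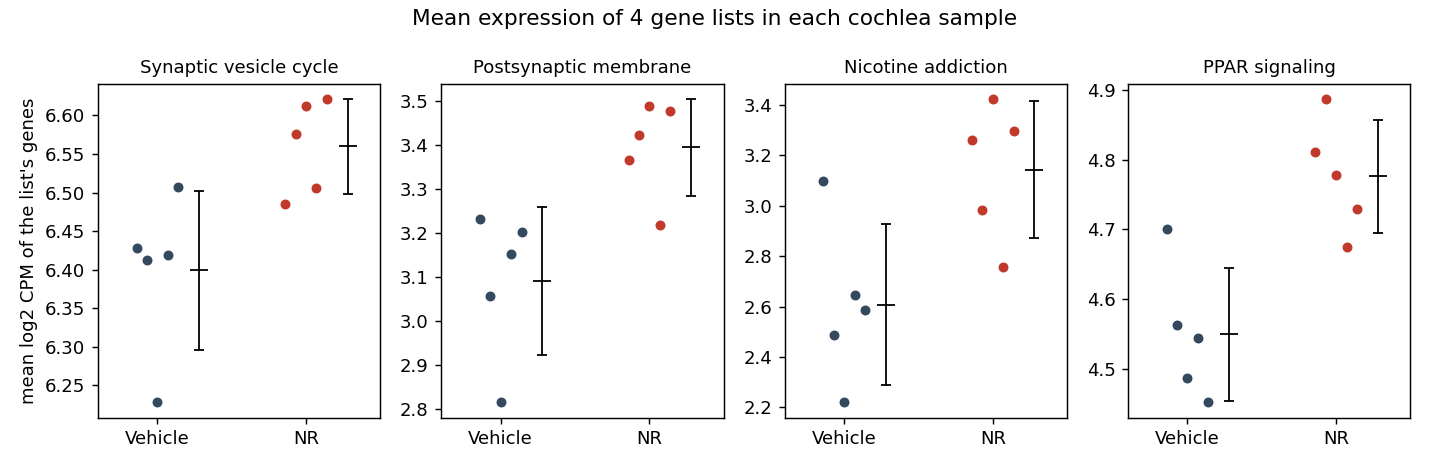
Mean log2 CPM of the genes of 4 lists (y axis, 1 point per mouse, a separate scale for each list) in the Vehicle (non-treated) and NR groups. Bars show the mean and SD of 5 mice. NR-treated mice lay higher on average in each list, and the groups overlapped in each.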

Recent studies showed that PPAR activation protects the cochlea from oxidative stress, pointing out a potential biological pathway that NR targets (Sekulic‐Jablanovic et al., 2017). PPAR regulates lipid metabolism and promotes the formation of lipid droplets, which are cellular organelles that store, release, and process lipids and proteins (Gorga et al., 2017). 

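Cidec, listed under ENSMUSG00000030278, lies on chromosome 6 of mm10 from 113424634 to 113435760 and encodes a protein of lipid droplets. Its level was 7.02 ± 3.63 CPM (SD, n = 5) in NR-treated and 0.859 ± 0.557 CPM (SD, n = 5) in non-treated mice. The log2 fold change was 3.04 (standard error 0.45), with an unadjusted p of 2.93e-05 and an adjusted p of 0.224 from edgeR. Plin1 (ENSMUSG00000030546), which encodes a coat protein of lipid droplets, lies on chromosome 7 from 79720218 to 79732903. It had 11.2 ± 9.12 CPM (SD, n = 5) and 1.36 ± 0.627 CPM (SD, n = 5), a log2 fold change of 3.05 (standard error 0.51, adjusted p = 0.224). Pck1 (ENSMUSG00000027513), the gene of a gluconeogenic enzyme, lies on chromosome 2 from 173153048 to 173159273. Its levels were 8.06 ± 9.46 CPM (SD, n = 5) and 0.799 ± 0.447 CPM (SD, n = 5), a log2 fold change of 3.34 (standard error 0.70, adjusted p = 0.370). For each of the 3 genes, every NR-treated mouse lay above every non-treated mouse (exact two-sided permutation test, p = 0.00794). In the fit of all genes with at least 1 read, the adjusted p of Cidec was 0.0919. The DESeq2 Wald test gave adjusted p-values of 5.38e-09 for Cidec, 1.5e-07 for Plin1 and 0.00257 for Pck1. With the mean log2 CPM of the adipocyte-restricted list as a covariate, the log2 fold changes were 1.27 for Cidec, 0.89 for Plin1 and 0.43 for Pck1. From its results taken together, the paper proposes that NR acts along a PPARγ axis that potentially contributes to the formation of lipid droplets.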

Remarkably, in the list of top genes that are most up‐ or down‐regulated with treatment (Figure 3e), we identified various genes such as *Cidec*, *Plin1*, *and Pck1* that are targeted by the PPARγ transcription factor and play key roles in lipid droplet formation. PLIN1 interacts with and activates CIDEC (FSP27) to regulate lipid droplet enlargement in mouse 3T3‐L1 preadipocytes and human adipocytes (Grahn et al., 2013; Sun et al., 2013). PCK1 is a metabolic enzyme that has a role in lipogenesis (Xu et al., 2020). Although predominantly found in adipocytes, lipid droplets are present in most cells. Recent studies postulate that lipid droplets protect the delicate structure of the cochlea (Urrutia & Kalinec, 2015). We, therefore, focused on CIDEC, PLIN1, PCK1, and PPARγ, validating their gene expression levels using RT‐PCR. We also compared their levels to those in the young cochlea to determine changes with aging. Despite no significant effect of aging, the gene expression levels of *Cidec*, *Plin1*, and *Pck1* increased dramatically with NR treatment (Figure 4a). These results were consistent with the gene expression patterns in RNA‐Seq, confirming the reliability of RNA‐seq results in this study. 

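In the RNA-seq counts, the direction of all 3 genes was the same in every fit that left out 1 sample. The log2 fold change of Cidec stayed between 2.69 and 3.48, and that of Plin1 between 2.41 and 3.33. Pck1 had the widest range, from 2.28 without NR replicate 2 to 3.61 without Vehicle replicate 1. NR replicate 2 had the highest read count of each gene, with 295 for Cidec, 609 for Plin1 and 557 for Pck1. The next highest counts among NR-treated mice were 156, 217 and 121, all in NR replicate 3. In the non-treated mice, the counts reached 36 for Cidec, 47 for Plin1 and 27 for Pck1.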

PPARγ levels, on the other hand, increased upon aging and showed no difference after NR treatment (Figure 4b). We observed a similar trend in protein expression levels of these genes and found that NR significantly increases CIDEC levels while there was a trend towards elevated PLIN1 and PCK1 levels (Figure 4c,d). Additionally, we used cultured mouse cochlear cell lines (HEI‐OC1) to assess NR's effect more directly. We found that only CIDEC's levels were elevated with NR treatment whereas there was no change in PCK1 levels and a slight reduction in PLIN1 levels in HEI‐OC1 cells (Figure 4e,f). These results emphasized that NR consistently upregulates CIDEC expression both in cochlear tissues and in HEI‐OC1 cells.

**FIGURE 3:**
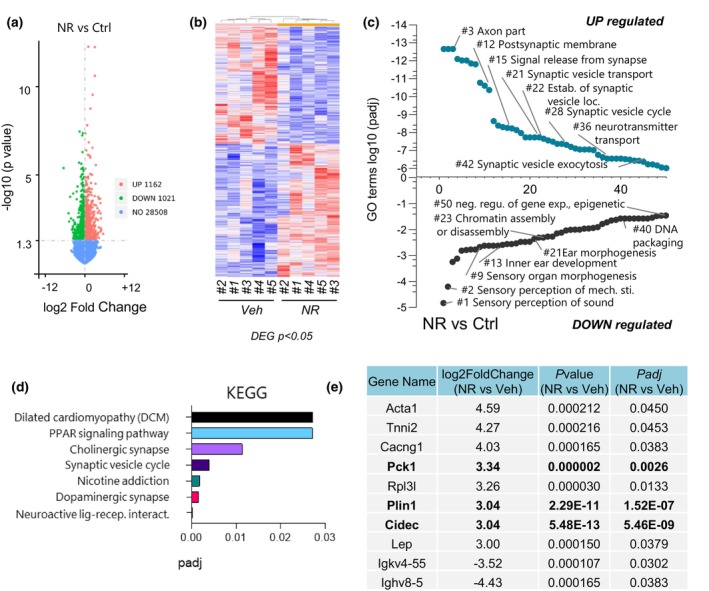
The transcriptomic analysis in NR‐treated and non‐treated cochlea in WT mice (mtKeima) (*N* = 5, 12‐month‐old). (a) The number of up‐ and down‐regulated genes with a *p*‐value ≤0.05 in NR‐treated and non‐treated mice cochlea. (b) Heatmap showing clustering of differentially expressed genes (DEG) (*p* ≤ 0.05) in NR‐treated and non‐treated mice cochlea. (c) Graph showing the top 50 up‐ or down‐regulated GO terms from the WT cochlea ±NR treatment. A *p*adj‐value ≤0.05 were the cutoff used for significance. (d) Graph showing the up‐regulated KEGG pathways from the WT cochlea ±NR treatment. A *p*adj‐value ≤0.05 were the cutoff used for significance. No significant down‐regulated KEGG pathways were detected. (e) The table shows a list of the top 10 genes with the highest value of fold change (up‐ or down‐regulated). A *p*adj‐value ≤0.05 and fold‐change (log2) ≥3 were the cut‐offs used for significance.

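Over all tested genes, 0 passed an adjusted p of 0.05 together with a log2 fold change of 3 in edgeR, while the 10 genes of Fig. 3e all had an unadjusted p at or below 0.00505. In DESeq2, 11 genes passed both thresholds. When the p-values of the 10 genes were adjusted over the list alone, 10 were at or below 0.05. The study chose this list on these samples, so the second count is not independent evidence. Acta1, the skeletal muscle actin gene (chromosome 8), was counted at 89.7 ± 121 CPM (SD, n = 5) in NR-treated and 3.71 ± 4.83 CPM (SD, n = 5) in non-treated mice. Its log2 fold change was 4.62 (standard error 1.32, adjusted p = 0.420), and 3 of 5 NR-treated mice lay above every non-treated mouse (exact permutation test, p = 0.0714). The other genes of muscle proteins or muscle-restricted expression were Tnni2 (4.29), Cacng1 (4.01) and Rpl3l (3.25), with NR-treated mice above every non-treated mouse in 3, 4 and 4 of 5. With the mean log2 CPM of a skeletal muscle list as a covariate, the log2 fold changes of the muscle genes were 0.89 for Acta1, 0.62 for Tnni2, 1.68 for Cacng1 and 1.01 for Rpl3l. Lep, the leptin gene (chromosome 6, from 29060220 to 29073877), had between 7 and 41 reads in NR-treated and 0 to 6 reads in non-treated mice, a log2 fold change of 2.98 (standard error 0.74, adjusted p = 0.484). Igkv4-55 and Ighv8-5, variable segments of immunoglobulin genes, had log2 fold changes of -3.53 (standard error 0.90, adjusted p = 0.408) and -4.30 (standard error 1.17, adjusted p = 0.494). Their counts in non-treated mice ran from 5 to 266 and from 0 to 127. In NR-treated mice they ran from 2 to 11 and from 0 to 4. Exact permutation tests of log2 CPM, with a small offset added to the CPM, gave p = 0.0397 and p = 0.0794. Leaving out 1 sample moved the log2 fold changes. Without NR replicate 3 they were 3.47 for Acta1, 3.43 for Tnni2, 3.29 for Cacng1 and 2.73 for Rpl3l. Without Vehicle replicate 1 they were 5.80, 5.25, 4.96 and 3.77. Lep ranged from 2.58 (without NR replicate 2) to 3.56 (without Vehicle replicate 1). Without Vehicle replicate 3, Igkv4-55 had -2.72 and Ighv8-5 -3.08. Their other extremes were -3.83 (without Vehicle replicate 2) and -4.89 (without NR replicate 4). Cacng1, Lep and Ighv8-5 were tested in the fit of all genes with at least 1 read.

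**Figure D3:**
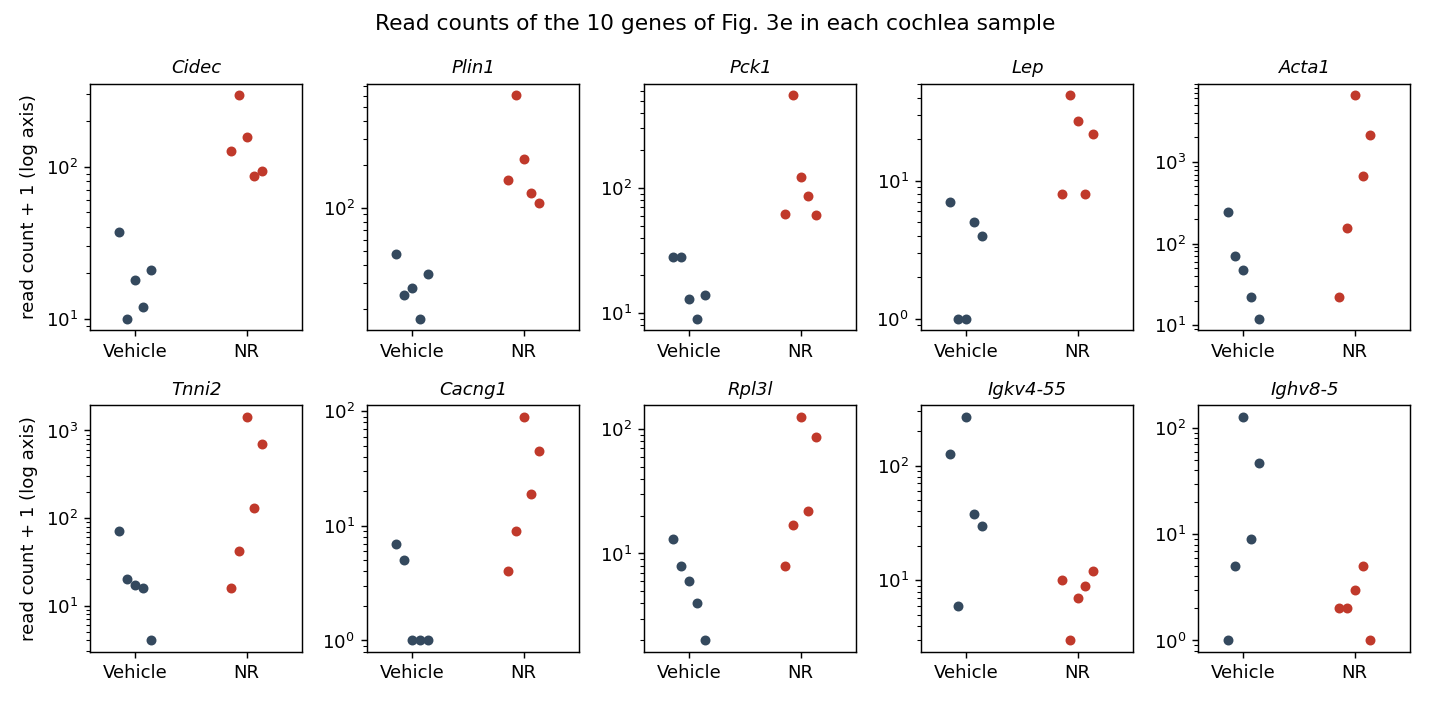
Read count plus 1 (log axis, a separate scale for each gene) of the 10 genes of Fig. 3e in each mouse, 5 per group, with Vehicle for the non-treated group. The NR and Vehicle points do not overlap for Cidec, Plin1, Pck1 and Lep.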

**FIGURE 4:**
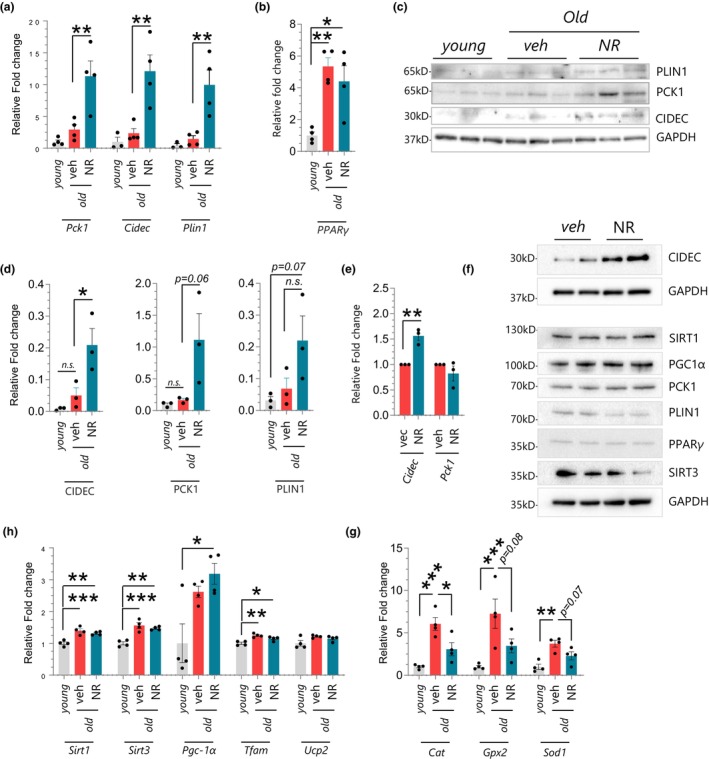
NAD+ supplementation using NR modulates the expression of CIDEC and PLIN1, key proteins of lipid droplets dynamics in WT mice (mtKeima). (a, b) Quantitative RT‐PCR results demonstrate the relative fold change in Pck1, Cidec, Plin1, and PPARγ in the cochlea of young (2‐month‐old), old (12‐month‐old), and NR‐treated old mice (12‐month‐old). (*N* = 4 mice per group, one‐way ANOVA with Tukey's post hoc test was used for statistical analysis.) (c) Western blot depicts protein expression in the cochlea of young (2‐month‐old), old (12‐month‐old), and NR‐treated old mice (12‐month‐old). (d) The graph demonstrates the quantification of the average signal from the Western Blot in Figure 4c using the NIH ImageJ program. One‐way ANOVA with Tukey's post hoc test was used for statistical analysis. (e) Quantitative RT‐PCR results demonstrate the relative fold change in Pck1 and Cidec following NR treatment (1 mM, 24H) in HEI‐OC1 cells. Each dot represents a data point from independent biological repeats. (f) Western blot depicts protein expression from HEI‐OC1 cells following NR treatment (1 mM, 24H) from two independent biological repeats (lanes 1 and 3 demonstrate experiment #1, lanes 2 and 4 demonstrate Experiment #2). (g, h) Quantitative RT‐PCR results demonstrate the relative fold change in genes in the cochlea of young (2‐month‐old), old (12‐month‐old), and NR‐treated old mice (12‐month‐old). (*N* = 4 mice per group, one‐way ANOVA with Tukey's post hoc test was used for statistical analysis.) Mean ± SE. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and n.s., not significant.

Given the role of NAD+ in mitochondrial homeostasis, we also examined the expression levels of mitochondria‐related genes (*Sirt1*, *Sirt3*, *Pgc‐1α*, *Tfam*, *Ucp2*) in the cochlea and found an age‐related elevation in their levels, with the exception of *Ucp2*. When treated and non‐treated old cochlea were compared, no significant impact of NR was observed on mitochondria‐related genes, which was in accord with RNAseq results in which no mitochondrial terms were identified in the top GO‐term list from the cochlear samples (Figure 4g). 

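In the RNA-seq counts, none of the 5 mitochondria-related genes passed an unadjusted p of 0.05 in edgeR, and their adjusted p-values ranged from 0.590 to 0.786. The log2 fold changes were -0.12 for Sirt1 (standard error 0.09), -0.17 for Ppargc1a, which encodes Pgc-1α (standard error 0.12), -0.06 for Tfam (standard error 0.06) and -0.30 for Ucp2 (standard error 0.17). Single samples moved these values: without Vehicle replicate 1 they were -0.053 for Sirt1 and -0.13 for Ucp2, without NR replicate 1 -0.075 for Ppargc1a, and for Tfam -0.020 without Vehicle replicate 3 and -0.083 without NR replicate 2. Sirt3 was the one gene with a higher level, with a log2 fold change of 0.09 (standard error 0.05). It had 35.0 ± 0.802 CPM (SD, n = 5) in NR-treated and 32.9 ± 1.46 CPM (SD, n = 5) in non-treated mice (exact permutation test, p = 0.0159, 4 of 5 NR-treated mice above every non-treated mouse). Sirt3 shares 12.7% of its exonic bases with Ric8a and Psmd13, and reads on shared bases were not assigned by the counting. The 5 genes were counted with between 514 and 15203 reads per mouse.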

We observed similar results in cultured cochlear cells in which there was no change in the expression of Sir1, Sirt3, Pgc‐1α, and PPARγ with NR treatment (Figure 4f and Figure S3).

The mtKeima strain was designed for ex‐vivo imaging of mitochondria and mitophagy events (Malide et al., 2016). It expresses a pH‐dependent mtKeima protein and is resistant to lysosomal proteases. When mitochondria are in neutral pH, they fluoresce green but when in lysosomes, as during mitophagy, they are magenta. Thus, this strain permits the analysis of mitochondrial pools in and out of lysosomes. In our ex‐vivo studies on live cochlear tissue, we show that NR treatment did not have a significant impact on mitophagy in auditory neurons in the base turn of the cochlea (Figure S4). These results suggest that NR improves cochlear function with limited direct impact on mitochondria. However, lipid droplets are known to interact with mitochondria and reduce excessive mitochondrial reactive oxygen species overflow and fatty acid oxidation, contributing to the antioxidant capacity of cells (Aon et al., 2014; Bailey et al., 2015). Indeed, we observed that NR leads to a significant reduction in catalase (*Cat*), while there was a trend for a reduction in the levels of oxidative stress‐related genes glutathione peroxidase 1 and superoxide dismutase 1 (*Gpx*, and *Sod1*) that were elevated in the cochlea of old mice (Figure 4h), suggesting an indirect effect of NR on mitochondrial homeostasis and function.

Taken together, our results suggest a novel pathway of NR acting along the PPARγ‐CIDEC, ‐PLIN1, ‐PCK1 axis, and that it potentially contributes to lipid droplet formation and protection of the cochlear cells from cytotoxic damage.

### 2.5 NR delays hearing loss progression in aged female mice at 24 kHz frequency

We next tested if NR treatment was still beneficial for hearing loss after a hearing deficit had already developed. To address this, we first confirmed the substantial hearing loss in mtKeima mice at 15 m of age and then administered NR for 1.5 m (Figure 5a,b). We found that NR had no significant impact on hearing thresholds at any given frequency (Figure 5b), possibly due to a slight increase in ABR thresholds limiting the room for improvement. However, when individual threshold shifts were investigated, we found that NR treatment reduced threshold shifts significantly at 24 kHz, which only impacted females (Figure 5c and Figure S5). These results show that NR treatment at a late stage may still be beneficial, at certain frequencies and gender, even after hearing loss has already formed.

**FIGURE 5:**
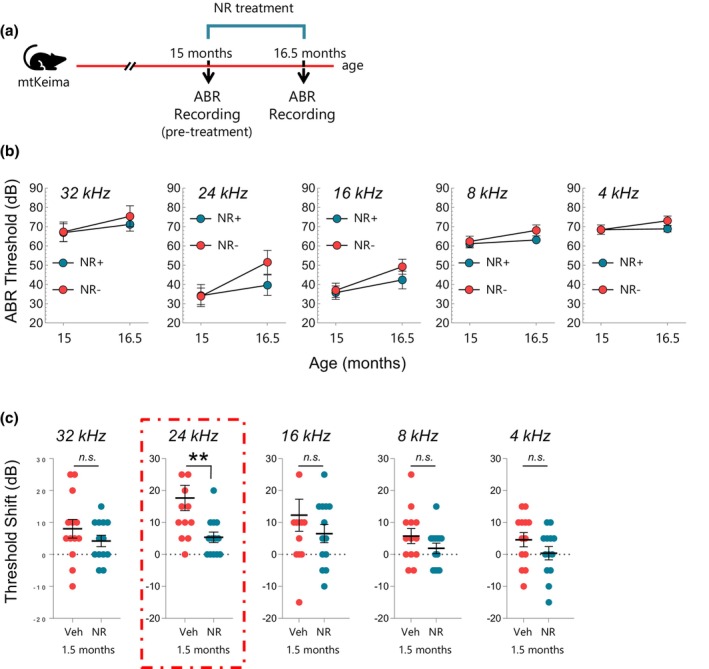
NR delays hearing loss progression in aged female WT mice (mtKeima) at 24 kHz frequency. (a) Outline for NR treatment and ABR recordings in WT mice (mtKeima). (b) ABR thresholds for NR‐treated and non‐treated mice at 15, and 16.5 m of age. A total of 26 mice were tested for hearing capacity at the age of 15 m and then split into two groups of NR‐treated (*N* = 13; 6 M, 9F) and non‐treated (*N* = 13; 6 M, 9F). Groups are gender‐matched and hearing capacity‐matched at 32 kHz at the age of 15 m. NR treatment started at the age of 15 m. ABRs in both groups were measured again at the age of 16.5 m, which corresponds to 1.5 m of NR treatment. Mixed effect analysis with Sidak's multiple comparison test was used to determine significant differences. (c) NR treatment reduces the increased threshold shift at 24 kHz. ABR data in (b) were used to calculate the hearing shift. Two‐tailed *t*‐test was used to determine significant differences. Each dot represents a data point for an individual mouse. Mean ± SE. **p ≤ 0.01, and n.s., not significant.

### 2.6 Long‐term NR administration reduces the progression of ARHL in WT mice with natural hearing loss

Our results so far show that NR administration reduces the progression of ARHL in mtKeima mice. To confirm these results, we also tested the impact of NR administration on ARHL using a different WT mouse strain (CBA/CaJ) that displays slower hearing loss progression than the mtKeima mouse strain and therefore better represents ARHL (Figure 6a). Indeed, this model is widely used in auditory research, particularly for ARHL‐related studies (Sha et al., 2008). In accord with our previous results in the mtKeima strain, CBA/CaJ also displayed a decrease in total NAD+ and NAD/NADH levels in the cochlea upon aging, which was partially restored with NR. We next investigated the underlying potential mechanisms leading to NAD+ decline in the cochlea and thus assessed potential genes involved in NAD+ synthesis/degradation. We observed a significant age‐related decline in *NMNAT2* and a trend of an increase in *CD157* levels (Figure S8). We did not observe any significant alterations in the levels of other genes involved in NAD+ synthesis (Figure S8) or the members of the Sirtuin or Parp family (data not shown).

**FIGURE 6:**
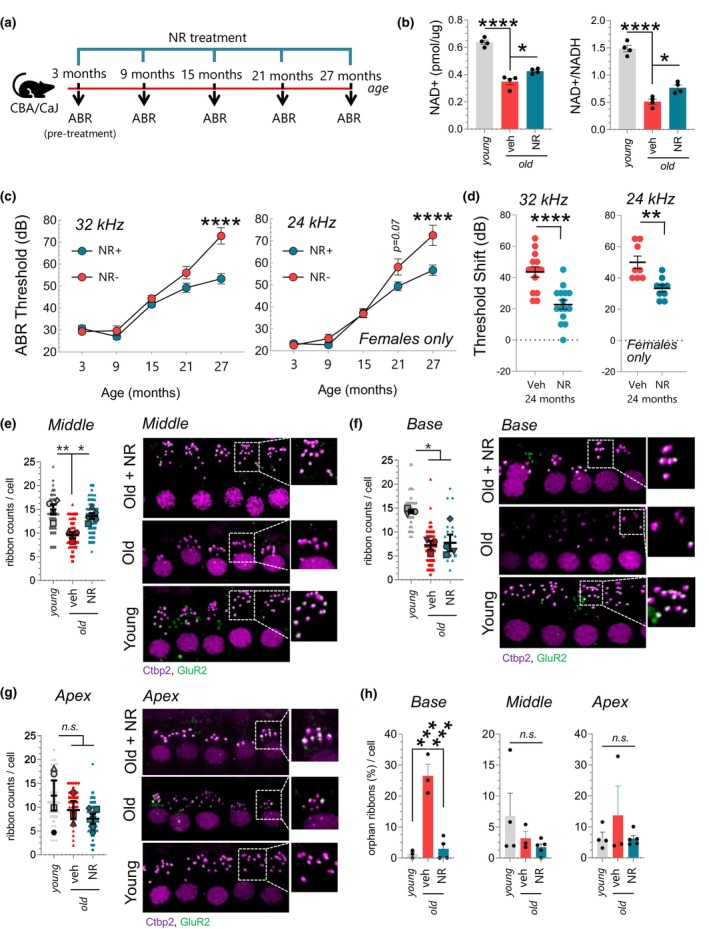
NAD+ supplementation using NR reduces the progression of age‐related hearing loss in WT mice (CBA/CaJ). (a) Outline for NR treatment and ABR recordings in WT mice (CBA/CaJ). (b) The total NAD+ levels per ug of the cochlea (left panel) and relative NAD+/NADH levels (right panel) were measured in the cochlea of young (3‐month‐old), old (27‐month‐old), and NR‐treated old mice (27‐month‐old). *N* = 4. (c) ABR thresholds for WT and NR‐treated WT mice at 3, 9, 15, 21, and 27 m of age. A total of 29 WT mice were tested at the age of 3 m and then randomly split into two groups of NR‐treated (*N* = 15) and non‐treated (*N* = 14). NR treatment started at the age of 3 m. ABRs in both groups were measured again at the age of 9, 15, 21, and 27 m, which correspond to 6, 12, 18, and 24 m of NR treatment respectively. (d) NR treatment reduces the increased threshold shift at 24 and 32 kHz. ABR data in (c) were used to calculate the hearing shift. The left panel in (e–g) demonstrates the average synaptic ribbon count per IHC while the right panel shows a representative image of immunostaining for synaptic ribbons (violet, anti‐Ctbp2 (Ribeye) and post‐synaptic receptor (green, anti‐GluR2a) of cochlear middle, base, and apex segments. The anti‐Ctbp2 faintly stains hair cell nuclei. Zoom‐in images on the right‐top corners of the panels illustrate the juxtaposition of ribbon–receptor pairs in selected areas. (h) The graphs show the average number of orphan ribbons per inner cell. The violet puncta (anti‐Ctbp2) without green puncta (anti‐GluR2a) juxtaposition is considered an orphan ribbon. Mean ± SE. Mixed effect analysis with Sidak's multiple comparison test in (c), Two‐tailed *t*‐test in (d) and one‐way ANOVA with Tukey's post hoc test in (a and e–h) were used to determine significant differences. Each dot represents a data point for an individual mouse. Mean ± SE. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 and n.s., not significant.

We next tested whether NR‐mediated improvement in NAD+ levels reflected itself in hearing thresholds in CBA/CaJ mice (Figure 6b). We found that 24 m of NR administration reduces ARHL progression in CBA/CaJ mice at 32 kHz frequency in both genders (Figure 6c, left panel) while improvement at 24 kHz was observed only in females (Figure 6c, right panel). No significant difference was observed at lower frequencies in both genders (Figure S6). When hearing threshold shifts were compared, we found that the NR‐treated group developed less hearing loss per mouse compared to the non‐treated group at 32 kHz (both genders) and at 24 kHz (only females) (Figure 6d and Figure S7). These results also demonstrate NR's benefit on ARHL is not strain specific. Given the role of NR in synaptic connectivity (Figure 3c), we next investigated NR's effect on the integrity of synaptic transmission between sensory IHCs and auditory neurons. To address this, we analyzed synaptic ribbon counts in IHCs, which are electron‐dense structures that tether synaptic vesicles at the presynaptic active zones and facilitate continuous synaptic transmission (Kujawa & Liberman, 2015; Safieddine et al., 2012; Sergeyenko et al., 2013). The cochlea consists of base, middle, and apex regions. High‐frequency sound is sensed at the base of the cochlea whereas low frequencies are sensed at the apex. We observed an age‐associated decline in synaptic ribbon counts in the base and middle regions of the cochlea (Figure 6e–g, violet puncta), consistent with the decline in ABR levels at high‐frequency tones in the old mice (Figure 6c). Remarkably, we found that NR restored the reduction in ribbon counts in the middle region of the cochlea, potentially contributing to hearing in the mid‐frequency range (16–32 kHz; Figure 6e). However, no significant improvement was observed in the number of ribbon counts in the base region (Figure 6f). The apex region, on the other hand, displayed no significant change in synaptic ribbon counts upon aging or with NR treatment (Figure 6g). Given that NR improves hearing at 32 kHz (Figure 6c), the lack of effect on synaptic ribbons by NR in the base region was surprising. One potential mechanism could be that NR exerts its impact in this region by preserving hair cell innervation by afferent auditory neurons, leading to improved synaptic transmission. To gain insight into this mechanism, we examined the status of orphan ribbons that are unpaired ribbons with the post‐synaptic receptor, potentially affecting the rates of auditory neuron firing (Buran et al., 2010; Frank et al., 2010). We observed an age‐related increase in the number of orphan ribbons (violet only puncta without green juxtaposition in Figure 6e–g) specifically in the base region (Figure 6h). Interestingly, this increase in the number of orphan ribbons was fully reversed by NR treatment (Figure 6h, left panel). The apex and middle regions displayed no significant change in the number of orphan ribbon counts upon aging or with NR treatment (Figure 6h, middle and right panels).

## 3 DISCUSSION

ARHL is the most common type of sensorineural hearing loss. Current treatment approaches for ARHL have failed, including those targeting reactive oxygen species reduction. The slow progression of ARHL adds to the challenge for intervention because it requires treatment approaches safe for long‐term use. Our previous findings showed that NAD+ supplementation using NR effectively prevented the progression of hearing loss in premature aging models (Okur, Mao, et al., 2020). NR can be administered orally and has no known serious side effects, and many safety studies have been done (Martens et al., 2018), making it a good candidate for long‐term administration. Most notably, using two different WT mouse strains, we found that long‐term NR administration, for the duration of 1 or 2 years, partially prevents ARHL progression (Figures 1 and 6). Our studies also show that NR administration delays the further deterioration of already existing hearing loss in mice but only in females and at a specific frequency (24 kHz; Figure 5). This limited and mild effect of NR on established hearing loss might result from a slight increase in hearing thresholds, limiting the room for improvement by NR, and thus warrants further studies investigating the effect of long‐term NR administration on established hearing loss.

We investigated potential underlying biological mechanisms of NAD+ decline and repletion in the cochlea. We found that the transcript levels of *NMNAT2* and *CD157* altered during aging in the cochlea (Figure S8). NMNAT2 plays a role in the NAD+ salvage pathway and mediates NMN to NAD+ conversion while CD157 catalyzes NAD+ hydrolysis (Covarrubias et al., 2021). These results suggest that age‐dependent NAD+ decline in the cochlea is associated with the abnormalities in both NAD+ synthesis and degradation. To identify the role of NAD+ repletion on the cochlea, we first performed a cochlear transcriptomic analysis and found that several terms associated with synaptic transmission are up‐regulated by NR treatment (Figure 3c). In accordance with this, our in‐depth wave‐form analysis showed that NR prevents age‐associated reduction in Wave I amplitude (Figure 2b), which is indicative of the number of neurons firing between sensory and auditory nerve cells. Indeed, we observed that NR treatment rescues the age‐related decline in synaptic ribbon counts in the middle turn of the cochlea (Figure 6e). Synaptic ribbons are largely composed of RIBEYE (Ctbp2) proteins through multiple RIBEYE‐RIBEYE interactions (Magupalli et al., 2008). Interestingly, RIBEYE has NAD+/NADH binding pocket that modulates synaptic ribbon assembly and activity, suggesting a potential mechanism of action of NR. However, although NR improved high‐frequency hearing (Figure 6c), it did not increase the synaptic ribbon counts in the base region that corresponds to sensing high‐frequency tones (≥32 kHz) (Figure 6f). Therefore, we speculated that NR benefits hearing through additional mechanisms besides the upregulation of ribbon counts. Indeed, a previous study showed that NR prevents noise‐induced neurite retraction from IHCs (Brown et al., 2014). In line with these findings, we found that NR prevented an age‐related increase in the number of orphan ribbons specifically in the base region, suggesting that NR preserves the innervation of IHCs in this region. We propose that the increased number of orphan ribbons with age reflects a deterioration of afferent auditory neuron dendrites and that the reduction in orphan ribbons (and correspondingly improved Wave I amplitudes) with NR treatment reflects the preservation of afferent auditory neuron innervation and function. Given the decrease in orphan ribbons, but no change to hair cell ribbon counts in the base, we speculate that the main target of NR in this region is the auditory afferent neurons. Altogether, our results suggest that NR benefits hearing by contributing to synaptic stability between sensory cells and auditory primary neurons. However, we do not rule out the possibility that NR impacted other regions along the auditory pathway. In fact, we observed that NR also significantly improved Wave III amplitude, which represents the number of neurons firing in a superior olivary complex in the brainstem.

Besides the NR‐mediated upregulation of synaptic transmission, our transcriptomic analysis also indicates molecular signatures of lipid droplet regulation as a potential underlying mechanism of NR's benefit on hearing loss. Lipid droplets have long been considered lipid storage units of the cells, but it is now more apparent that their expansion and shrinkage are highly dynamic and tightly coupled to their interaction with other organelles to control energy homeostasis and cellular stress. For instance, lipid droplets accumulate free acids in their units and move them into mitochondria when needed for energy demand, reducing free acid in the cytosol and hence lipotoxicity while contributing to energy homeostasis (Olzmann & Carvalho, 2019). Here, we show for the first time that NAD+ supplementation using NR elevates the expression of key proteins of lipid droplet dynamics, CIDEC and PLIN1, in the cochlea. CIDEC protein binds to lipid droplets and regulates their enlargement (Grahn et al., 2013). PLIN1, a lipid droplet coating protein, binds to CIDEC and regulates lipid storage and lipolysis (Grahn et al., 2013; Hansen et al., 2017). PLIN1 directly interacts with Mfn2, a mitochondrial fusion protein, and facilitates the contact between mitochondria and lipid droplets, mediating lipolytic processes and cellular metabolism (Boutant et al., 2017). In accord with this, recent data showed that patients with the Mfn2 variant (D414V) exhibit a hearing loss phenotype (Sharma et al., 2021). NR‐mediated increases in CIDEC and PLIN1 hence suggest a potential regulation of lipid droplet dynamics by NAD+. However, the molecular basis of how NR modulates CIDEC and PLIN1 is not yet clear. *Cidec* and *Plin1* gene promoters contain functional PPAR‐responsive elements and are targeted by PPARγ (Shimizu et al., 2004). PPAR activation protects the cochlea from oxidative stress (Sekulic‐Jablanovic et al., 2017). We identified the PPAR signaling pathway in NR‐treated cochlea using RNA seq analysis (Figure 3d). Interestingly, it was shown that the inhibition of NAD+ synthesis lowers α‐ketoglutarate‐mediated PPAR expression in 3T3‐L1 cells (Okabe et al., 2020). However, we did not observe a significant change in the levels of PPARγ in NR‐treated cochlea or cochlear cells, suggesting that NR might modulate PPARγ activity or act downstream of the PPARγ pathway. These observations warrant further investigations to elucidate the effects of NR on lipid droplet dynamics and its impact on hearing loss.

Our results show that NR particularly prevents hearing loss at higher frequencies while its impact fades with decreasing frequency, suggesting that NR predominantly modulates the cochlear middle and base segments. These results may potentially reflect higher firing rates for basal hair cell synapses, and therefore higher metabolic demand and excitotoxicity for higher frequency neurons (Johnson et al., 2008). Alternatively, NR might not adequately reach the apex region. In a different study, IP‐injected NR exerted its benefits on the apex region after noise exposure (Han et al., 2020). Thus, we believe that NR reaches all regions of the cochlea although the administered NR dosage might not be adequate to exert its benefits in the whole cochlea. This potential phenomenon could also explain the lack of mitochondria‐related changes in GO terms or gene expression in Figures 3 and 4 since those studies were done on the whole cochlea, which might mask the effect of NR on cochlear cells in the base region. Alternatively, NR might regulate biological pathways predominately in the base area of the cochlea. For instance, SOD2 protein expression shows a base‐to‐apex increasing gradient in afferent auditory neurons in rodent cochlea (Ying & Balaban, 2009). SOD2 is an antioxidant enzyme inside mitochondria whose levels increase with NR treatment (Cantó et al., 2012). Interestingly, mitochondria expressing more SOD2 show a closer association with lipid droplets (Shiozaki et al., 2011). Regardless, NR's specific impact on high frequencies also suggests that NR's benefit on hearing loss primarily originates from its effect on the cochlea.

Taken together, our study demonstrates the therapeutic potential of NAD+ repletion, using NR, for the treatment of ARHL via improving the synaptic transmission in the cochlea and it points out lipid droplet dynamics as novel NR targets in the cochlea.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Cell culturing

HEI‐OC1 cells were a generous gift of Dr. Federico Kalinec and their maintenance was previously described (Kalinec et al., 2016). Briefly, we cultured HEI‐OC1 cells in Dulbecco's modified Eagle medium (DMEM) containing 10% fetal bovine serum (FBS) in a humidified chamber under permission conditions (10% CO_2_ at 33°C).

### 4.2 Animals

mtKeima transgenic mice were a generous gift of Dr. Toren Finkel and were described previously (Malide et al., 2016). These mice (http://www.informatics.jax.org/allele/MGI:5660493) are on a mixed genetic background. To rule out the cadherin23 AHL allele as a potential confounder in our analyses, mice were genotyped and found to be all WT for the cadherin23 gene. Additionally, mice were genotyped for the C57BL/6J nicotinamide nucleotide transhydrogenase gene (NNT) mutation and were WT.

NR was given orally in drinking water to mouse strains at a concentration of 7 mg/mL (24 mM), while the non‐treated control groups received regular drinking water. The justification for the NR concentration used in animal studies was described previously (Okur, Mao, et al., 2020). The water bottles, with or without NR, were changed twice per week. 12‐month‐old mtKeima mice were used for quantifying NAD+ levels in the cochlea. NR administration to mtKeima mice started at 2 m and treatment lasted for 10 m until mice were 12 m of age; or started at the age of 15 m and lasted for 1.5 m until 16.5 m of age. The cochlea was dissected for further assessment at the end of the NR administration right after the auditory assessment. The WT CBA/CaJ mice were purchased from The Jackson Laboratory (cat number #000654). NR administration to WT CBA/CaJ mice started at 3 m of age and lasted for 24 m until mice were 27 m of age. Six mice were removed from the cohort for technical reasons such as death during sedation. Thirteen mice in the cohort died due to various reasons before the termination date of 27 months. NR administration displayed no significant effect on the fatality of mice (NR+ [N6, 2F, 4 M] = 23.85 months vs NR− (N7, 3F, 4 M) = 24.6 months, *p* = 0.74). Mice were maintained on a 12 h light–dark cycle and fed ad libitum (Envigo, T.2018SX.15 Global 18% Protein Extruded Rodent Diet [Sterilizable]; https://insights.envigo.com/hubfs/resources/data‐sheets/2018sx‐datasheet‐0915.pdf). All animal protocols were approved by the Animal Care and Use Committee of the Intramural Research Program of the National Institute on Aging, OSD‐361‐2023 in accordance with the National Research Council's Guide for the Care and Use of Laboratory Animals.

### 4.3 NAD+ quantification

Details are provided in the supplementary methods section.

### 4.4 Audiometry

ABR and DPOAE methodology has been described previously (Okur, Mao, et al., 2020). Details are provided in the supplementary methods section.

### 4.5 RNA isolation and quantitative real‐time PCR

The cochlea from treated and non‐treated five male mice (12 m) was dissected. Total RNA from each cochlear tissue was extracted using Trizol Reagent (Zymo Research, #R2050‐1‐50) and Direct‐zol RNA Miniprep (Zymo Research, #R2050) as described previously (Vikhe Patil et al., 2015). Next, one microgram of isolated RNA was reverse transcribed using the iScript™ cDNA Synthesis Kit (BioRad). Using the DyNAmo HS SYBR green qPCR kit (F‐410L, ThermoFisher Scientific) with the CFX connect real‐time PCR detection system (Bio‐Rad), qPCR was performed. Primer sequences are listed in Table S1. Experimental values were normalized to values for GAPDH. The same protocol was followed for RNA isolation from cochlear cells except those steps to break the cochlear bone were skipped.

### 4.6 RNA sequencing

RNA from mtKeima mice cochlea was isolated as described above. Library construction and sequencing were performed by Novogene. Details are provided in the supplementary methods section.

### 4.7 Reagents and immunoblotting

Cochlear tissue and cells were lysed using RIPA buffer (Cell Signaling, #9806) supplemented with Halt™ Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific™, #78444). Western blotting was performed according to the manufacturer's instructions. Briefly, protein concentration was measured using a Pierce™ BCA protein assay kit (Thermo Fisher, 23225). Samples were separated on 4%–12% Bis‐Tris gel (Thermo Fisher Scientific, #NP0336BOX) and transferred to PVDF membranes (BioRad, #1620177). Unless indicated otherwise, membranes were blocked in Tris Buffered Saline (TBS) with 0.1% Tween 20 TBST +3% milk at room temperature for 1H, incubated overnight with primary antibodies, washed 3× with TBST for 5 min, incubated with HRP‐conjugated secondary antibody, and developed using SuperSignal™ West Femto Maximum Sensitivity Substrate (Thermo Scientific™, 34095) according to manufacturer's instructions. Antibodies were used according to the manufacturer's instructions to detect the following antigens: CIDEC/Fsp27 (Ptglab, #12287‐1‐AP), PCK1 (Ptglab, #16754‐1‐AP), Plin1 (Abcam, Ab3526, 1:1000), Sirt1 (Santa Cruz, sc15404, 1:1000), GAPDH (Abclonal, AC027, 1:5000), PPARγ (Abcam, ab59256, 1:1000), CtBP2 IgG1 (BD Biosciences, 612,044, 1:200), GluR2 IgG2a (Millipore, MAB397, 1:1000), myosin VIIa (Novus Biologicals, NB120‐3481, 1:200).

### 4.8 Cochlear immunofluorescence and imaging

Isolated cochlea was punched into oval and round windows using a syringe needle and rinsed/fixed with 4% paraformaldehyde in 1× cold PBS. Then, cochlea was further fixed in 4% paraformaldehyde in 1× cold PBS for an additional 2 h at 4°C. Following fixation, samples were rinsed 3 × 20 min in PBS and dissected under a stereomicroscope to the three turns: apical, middle, and basal. Tissues were permeabilized in PBS + 0.25% Triton X‐100 solution for 10 min at room temperature on a rocking platform; blocked with 10% goat serum and 25 mM glycine for 1 h at RT. Tissues were incubated at 4°C overnight with the following primary antibodies: monoclonal mouse anti‐carboxyl‐terminal binding protein 2 (CtBP2) IgG1 at 1:200 (612,044; BD Biosciences) counterstained with goat anti‐Mouse IgG1 conjugated with Alexa Fluor 568 (#A‐21124), monoclonal mouse anti‐GluR2 IgG2a at 1:1000 (MAB397; Millipore) counterstained with goat anti‐Mouse IgG2a conjugated with Alexa Fluor 488 (#A‐21131), and polyclonal rabbit anti‐myosin VIIa at 1:200 (NB120‐3481; Novus Biologicals) counterstained with goat anti‐Rabbit IgG (H + L)conjugated with Alexa Fluor 647 (#A‐21244). Antibodies were added with 1% goat serum. The following day, after three 15‐min PBS washes, the tissues were incubated with the Alexa‐conjugated secondary antibodies at a concentration of 1:600 for 1 h in darkness at room temperature. Following the final washes after secondary incubations, samples were carefully mounted on slides using ProLong Glass antifade media and left to dry for at least 24 h before image acquisition. Frequency regions corresponding to 16 and 32 kHz were located through their distance from cochlear apex, based on the place‐frequency map from Müller et al. (2005) and imaged with a 63× 1.4NA Plan Apo objective on a Zeiss 880 LSM Airyscan confocal microscope with a 47 nm xy pixel size (Carl Zeiss). After acquisition, images were Airyscan processed.

### 4.9 Ex‐vivo mitophagy analysis in the cochlea

Ex‐vivo mitophagy analysis in mtKeima mice has been described previously (Malide et al., 2016). The fluoresce reporter contains a coral‐derived Keima protein that is targeted to mitochondria using a mitochondria‐targeting sequence from COX VIII. Mt‐Keima protein exhibits pH‐dependent two excitation maxima: near 488 nm at pH 8 and near 561 at pH 4, allowing to distinguish free mitochondria (pH 8) from mitochondria in mito‐lysosomes (pH 4). Details are provided in the supplementary methods section.

### 4.10 Statistical analysis

Two‐tailed *t*‐test was used to determine the differences between the two groups while One‐way ANOVA with Tukey's post hoc test was used to determine significant differences across multiple samples unless indicated otherwise in figure panels. Mixed effect analysis with Sidak's multiple comparison test was used to determine significant differences in ABR thresholds in NR‐treated and non‐treated groups. Statistical analyses were performed with GraphPad Prism version 7 (GraphPad Software, Inc.).

## AUTHOR CONTRIBUTIONS

Mustafa N. Okur, Vilhelm A. Bohr, and Deborah L. Croteau planned the study. Mustafa N. Okur, Risako Kimura, Jae‐Hyeon Park, Burcin Duan Sahbaz, Chandrakala Puligilla, Uri Manor, and Leo Andrade conducted the experiments. Mustafa N. Okur, Uri Manor, and Leo Andrade contributed to image acquisition, processing, and analysis. Deborah L. Croteau and Mustafa N. Okur conducted gene expression analysis. Mustafa N. Okur wrote the manuscript. Mustafa N. Okur, Vilhelm A. Bohr, Deborah L. Croteau, and Uri Manor edited the manuscript and contributed to the interpretation of the results.

## CONFLICT OF INTEREST STATEMENT

Dr. Vilhelm Bohr previously had a CRADA agreement with ChromaDex.

## Supporting information

Figure S1.
Figure S2.
Figure S3.
Figure S4.
Figure S5.
Figure S6.
Figure S7.
Figure S8.
Click here for additional data file.

Table S1.
Click here for additional data file.

## Data Availability

RNA sequencing data were submitted Gene Expression Omnibus (GEO). The GEO accession code is GSE213994.

# Supplementary material for: Long‐term NAD+ supplementation prevents the progression of age‐related hearing loss in mice
**Source:** Aging Cell. 2023 Jul 3;22(9):e13909. doi: 10.1111/acel.13909
**Supplement:** Supplementary file 1 — Figure S1. Figure S2. Figure S3. Figure S4. Figure S5. Figure S6. Figure S7. Figure S8.

# Supplementary Tables and Figures

Long-term NAD<sup>+</sup> supplementation  
prevents the progression of age-  
related hearing loss in mice

# Supplementary Figure 1

a.

**FEMALES**

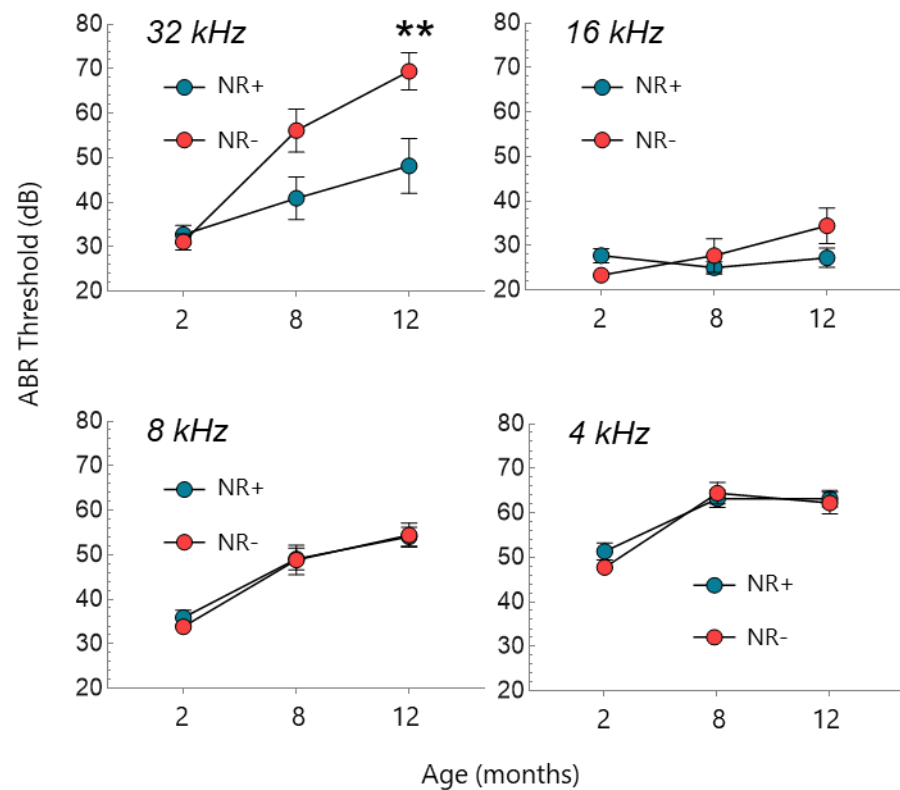

b.

**MALES**

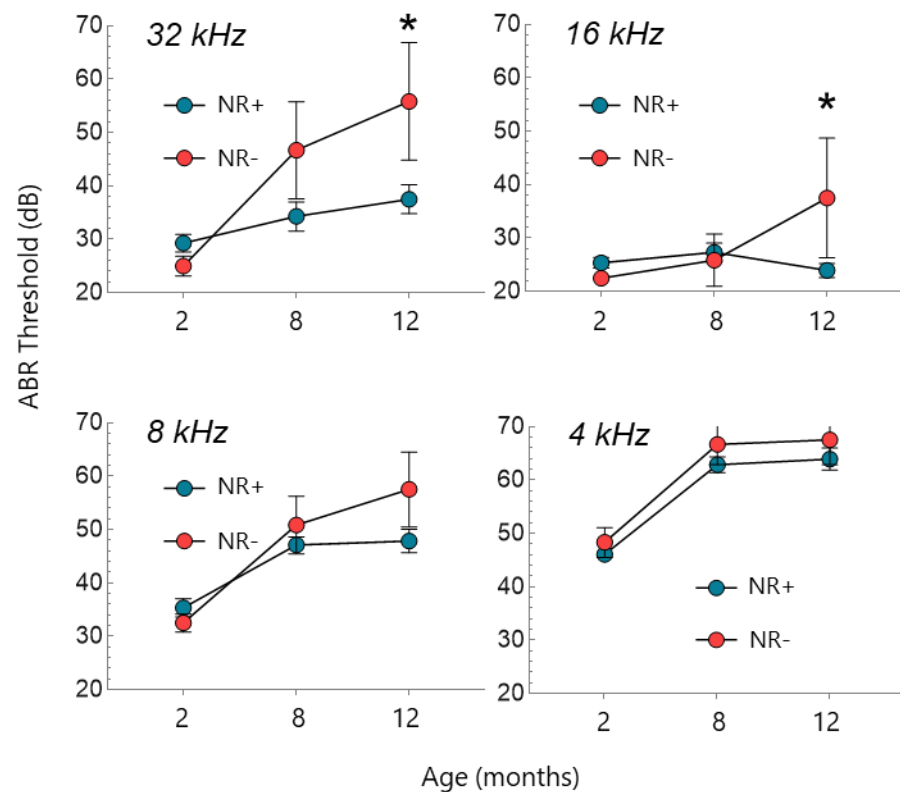

# Supplementary Figure 2

a.

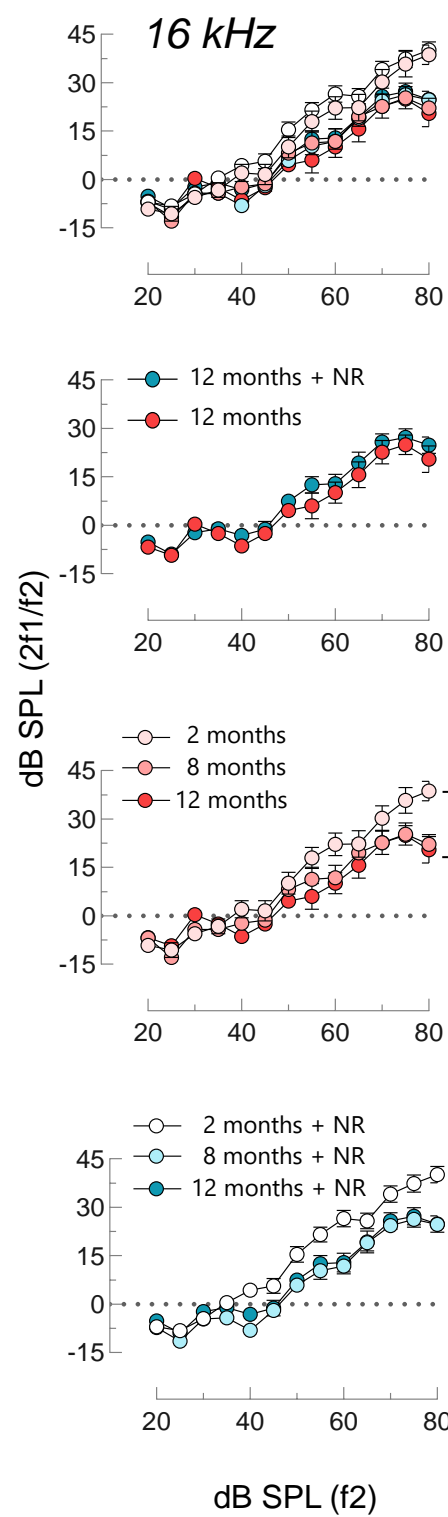

b.

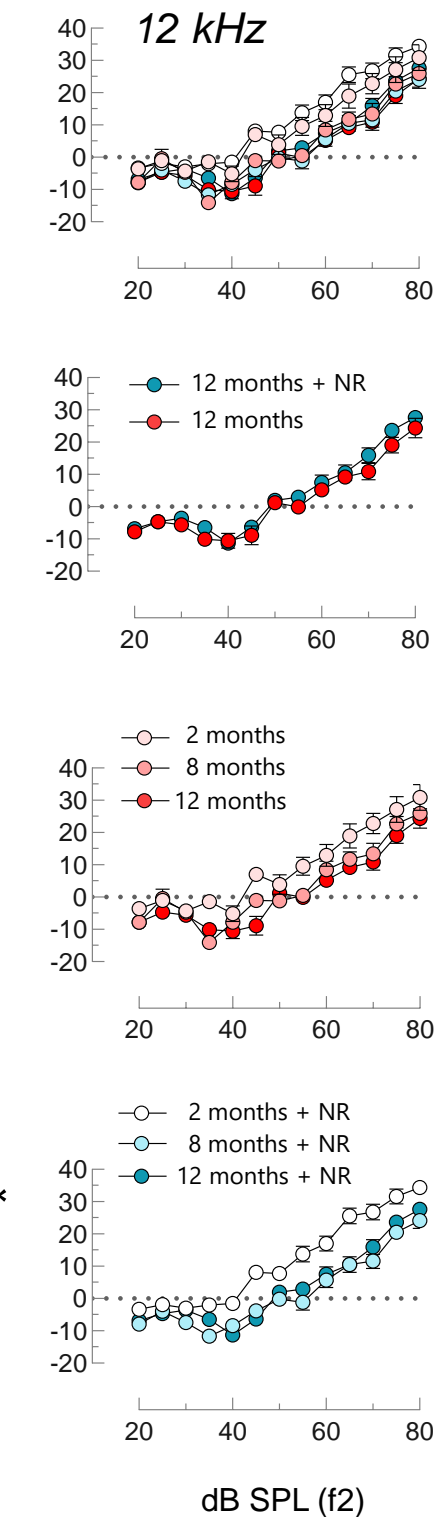

c.

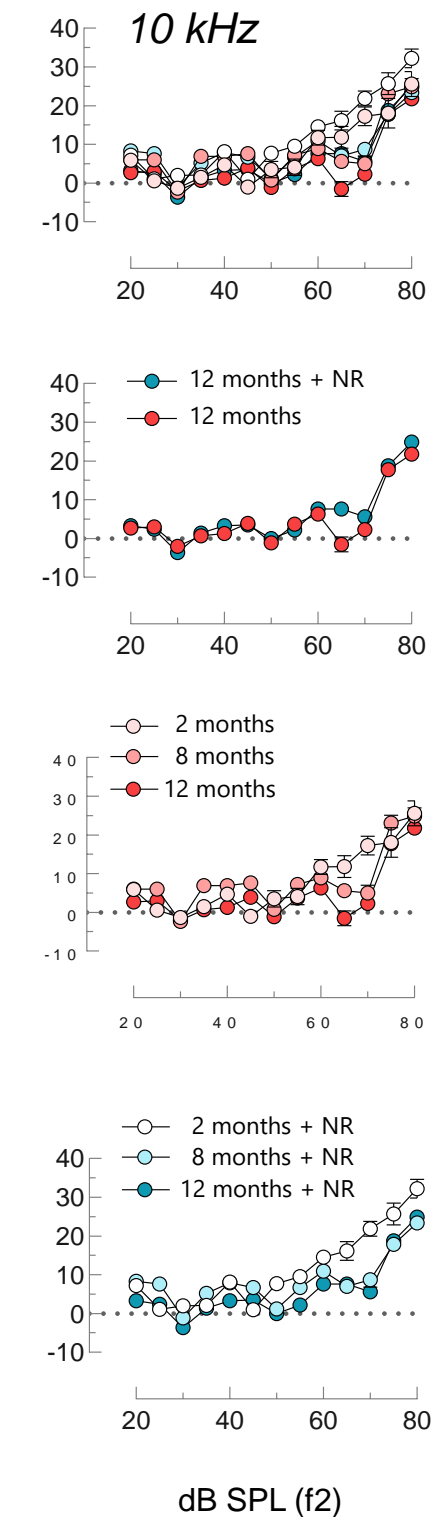

Supplementary Figure 3

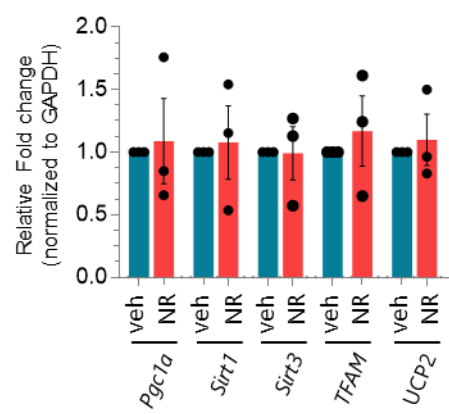

# Supplementary Figure 4

a.

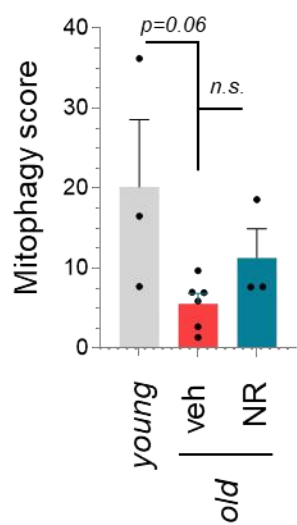

b.

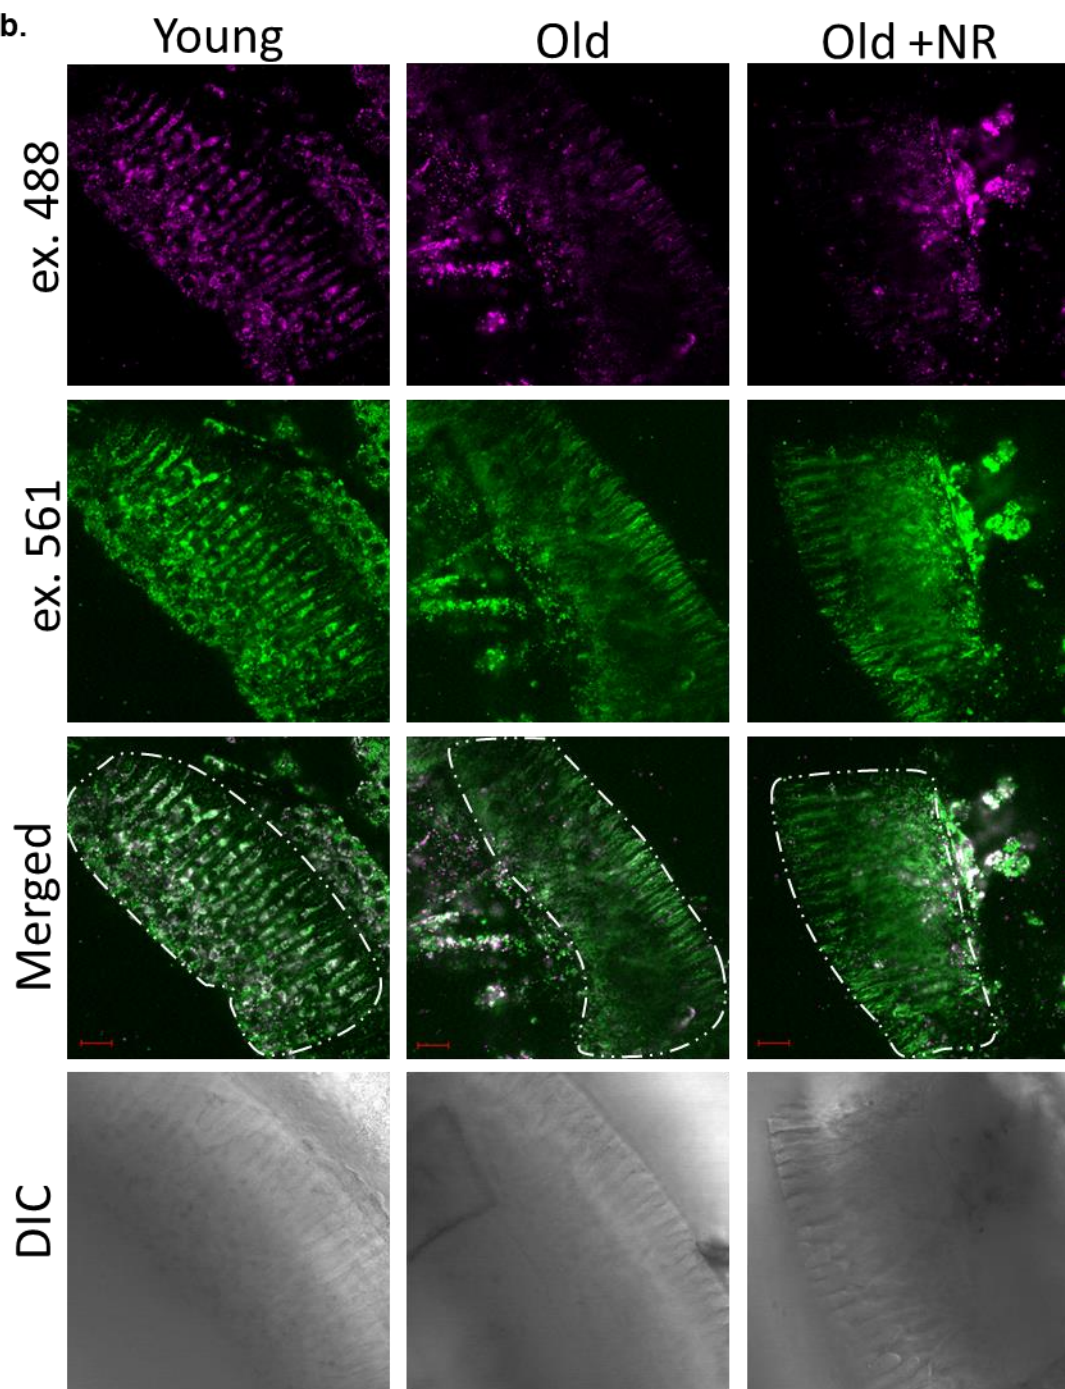

Scale bar = 20  $\mu$ m

Supplementary Figure 5

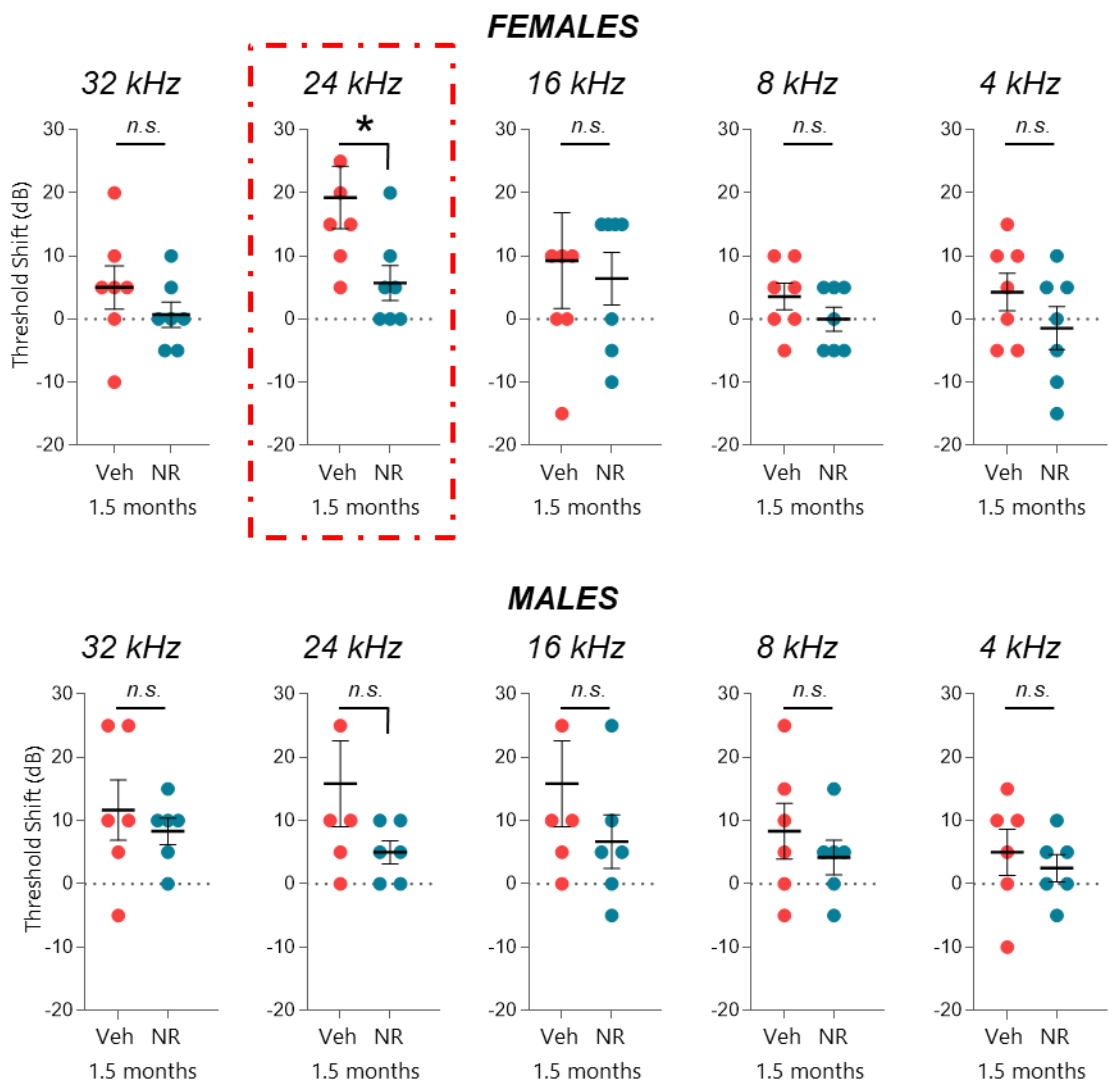

# Supplementary Figure 6

a.

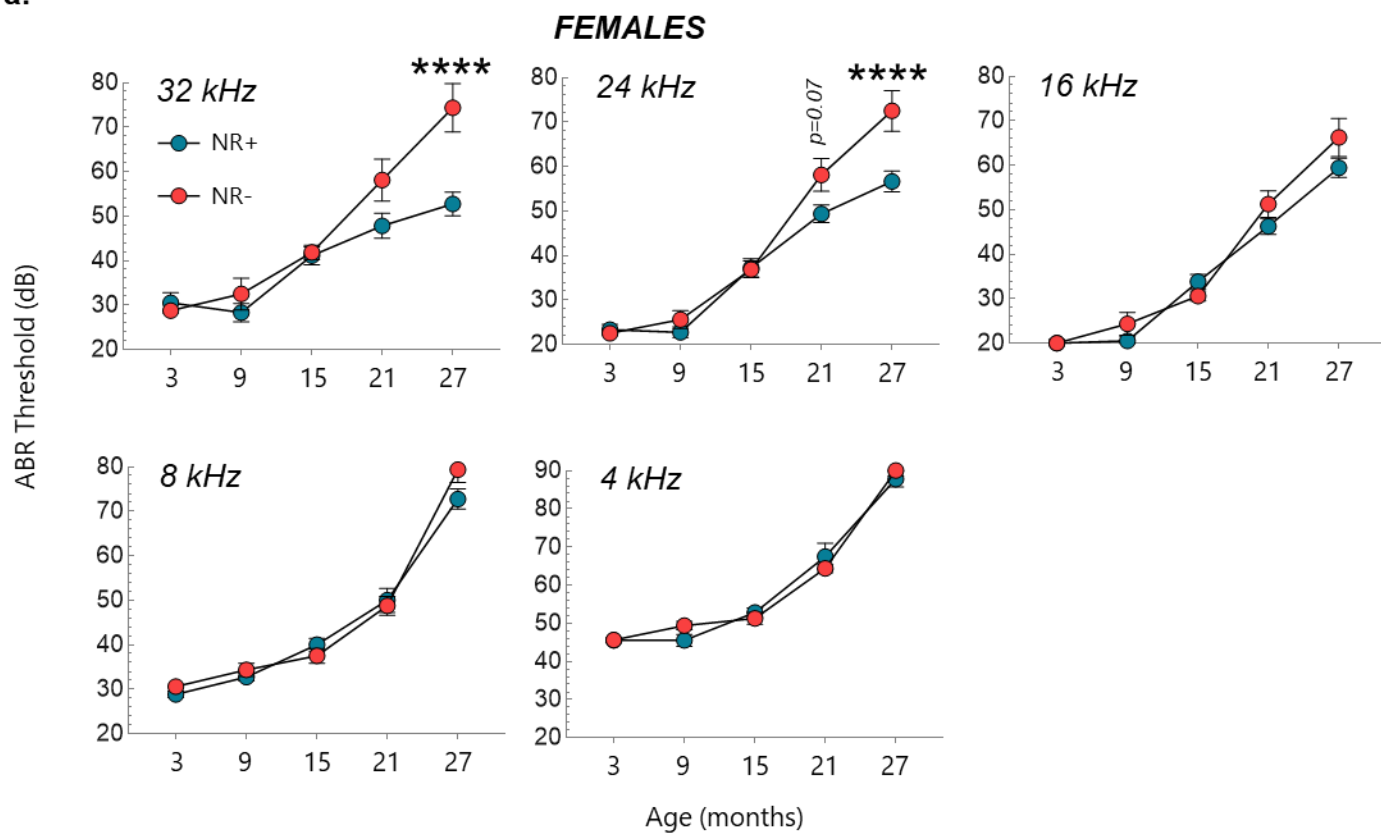

b.

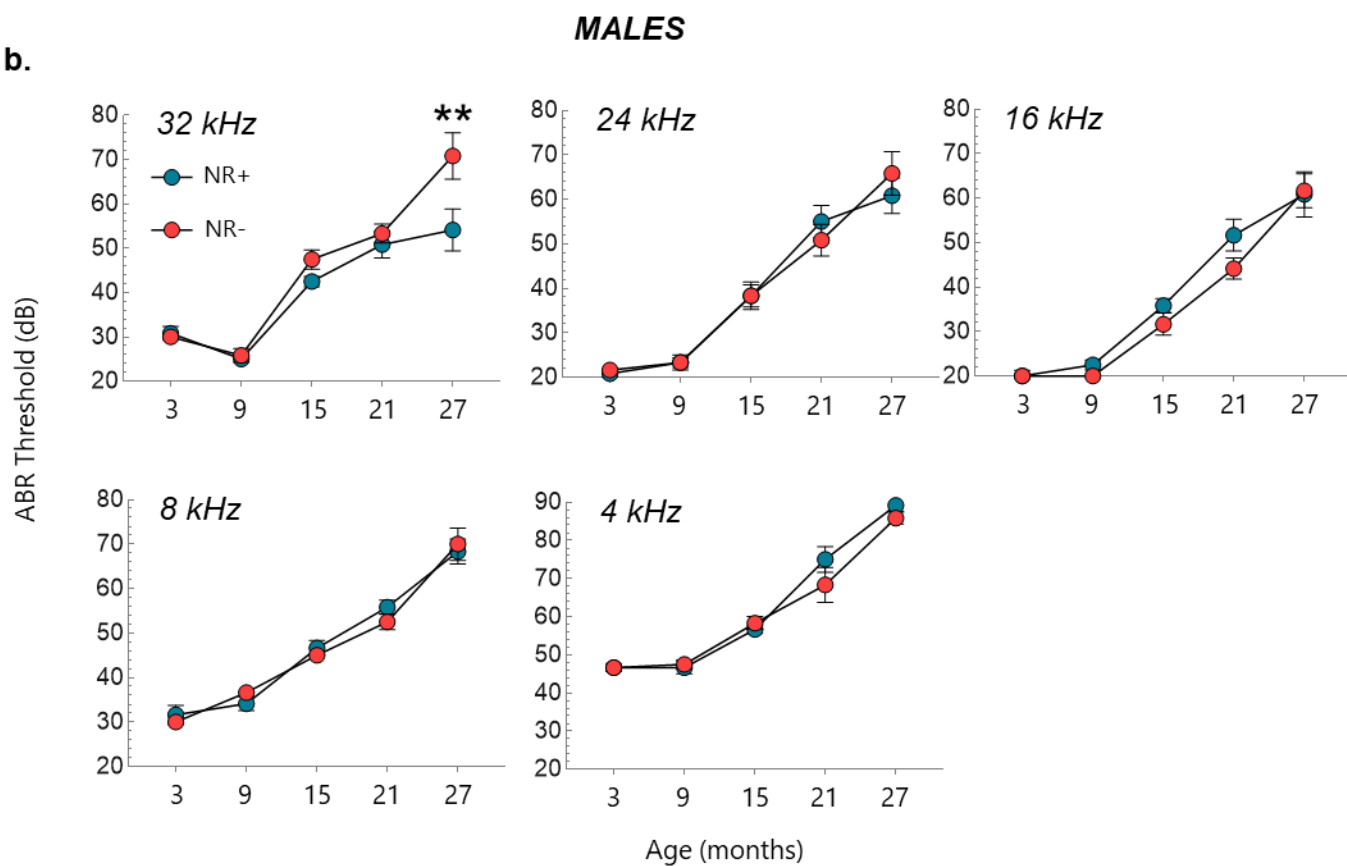

# Supplementary Figure 7

a.

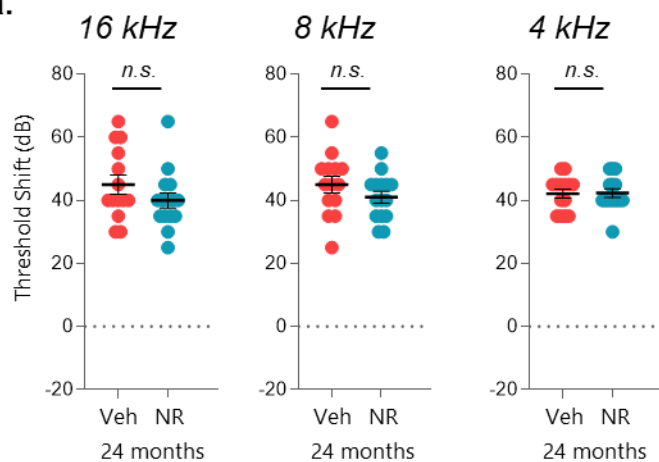

b.

## FEMALES

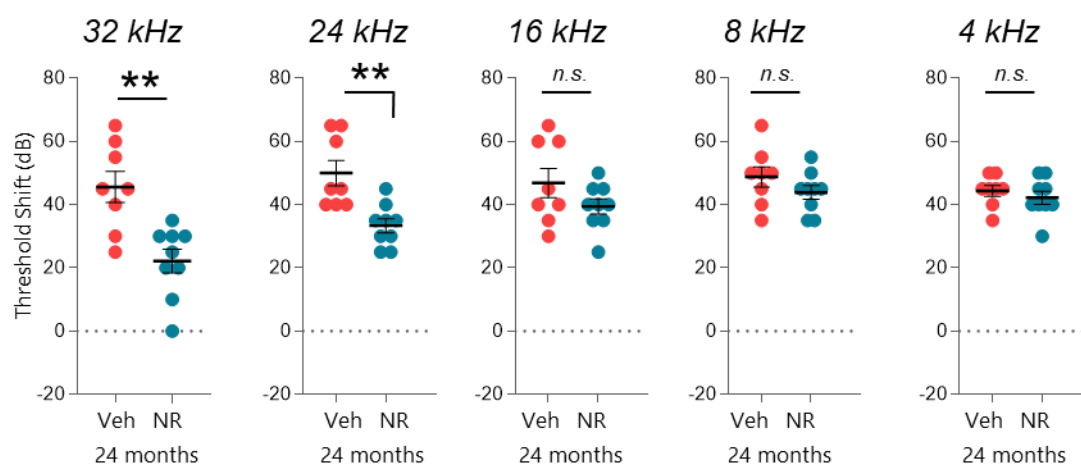

c.

## MALES

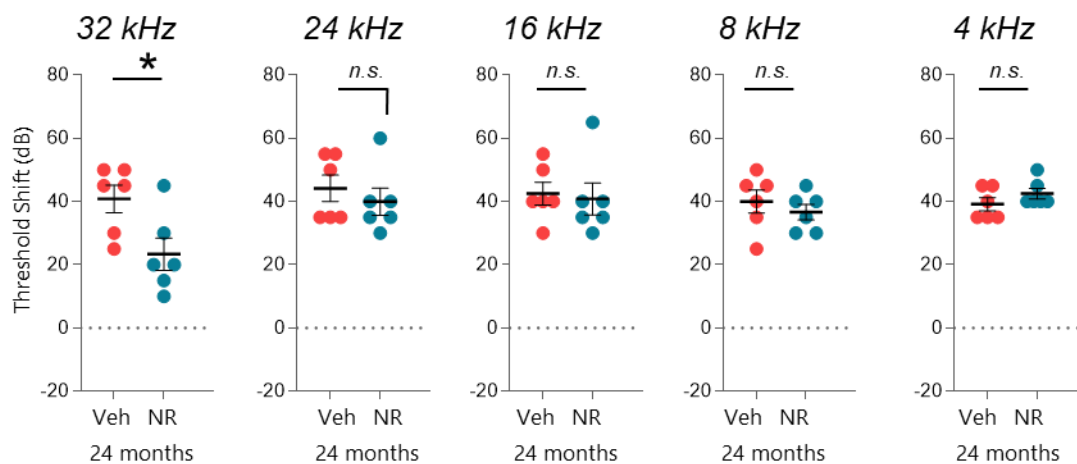

Supplementary Figure 8

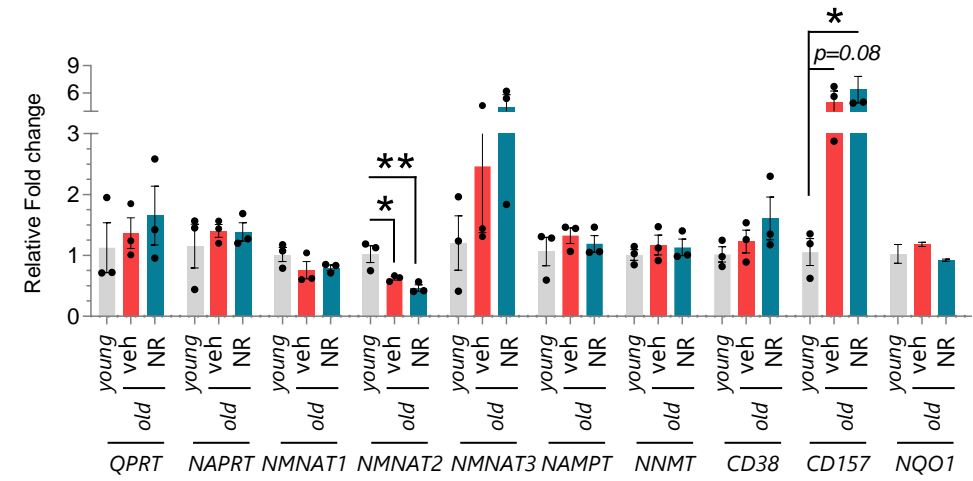

# Supplementary Table S1

|                | sense                                                     | antisense                      |
|----------------|-----------------------------------------------------------|--------------------------------|
| PCK1           | ATGAAAGGCCGCACCATGTA                                      | GCACAGATATGCCCATCCGA           |
| PPAR $\gamma$  | TGT GGG GAT AAA GCA TCA GGC                               | CCG GCA GTT AAG ATC ACA CCT AT |
| CIDE-C (cidec) | ATG GAC TAC GCC ATG AAG TCT                               | CGG TGC TAA CAC GAC AGG G      |
| Plin1          | GTG CTT CCA GAA GAC CTA CAA                               | CTT CAG TTC AGA GGC GAT CTT    |
| Pgc-1 $\alpha$ | GGA CCA GAT GCG TTC TCT ATT T                             | CTA CCC ACA GTG TCT GCA TAA G  |
| Sirt1          | CAG TGT CAT GGT TCC TTT GC                                | CAC CGA GGA ACT ACC TGA T      |
| Sirt3          | TACAGGCCCAATGTCACTCA                                      | ACAGACCGTGCATGTAGCTG           |
| Tfam           | CCA AAA AGA CCT CGT TCA GC                                | ATG TCT CCG GAT CGT TTC AC     |
| Sod1           | AAC CAG TTG TGT TGT CAG GAC                               | CCA CCA TGT TTC TTA GAG TGA GG |
| Gpx1           | CCA CCG TGT ATG CCT TCT CC                                | AGA GAG ACG CGA CAT TCT CAA T  |
| Cat            | GGA GGC GGG AAC CCA ATA G                                 | GTG TGC CAT CTC GTC AGT GAA    |
| Ucp2           | ATG GTT GGT TTC AAG GCC ACA                               | TTG GCG GTA TCC AGA GGG AA     |
| NMNAT1         | GAG AAC TGA CAC GTC CTT AGT G                             | CCT TGA GCC TTT GAT CCT TCT    |
| NMNAT2         | TGA TGC TCT CCT GTG GTT TAC                               | ACC CTA CTC TTC CCA GAC TTA T  |
| NMNAT3         | CTC TGG GTT CTG GGT TTG TT                                | CCC TGT CAA ACT CTG CCT ATC    |
| QPRT           | CGG TTC TAA AGC CGA AGA AGA                               | ATC ATC AAC AGC CCA GTA AGG    |
| NAPRT          | GTC TTT GCT ACT GGA CCT ACT G                             | GGG AAC AGA GCC GTG TTA TT     |
| NAMPT          | CAC TTC GGT GGC AGA AAT AGA                               | GTC TTA GGA TCA CCT GCT AAC C  |
| NNMT           | CCA CCA TCT ATC AGC TTC TCT C                             | CTC TGG GTC ACA TCA CAC TTT A  |
| CD38           | TCT CTC TCT CTC TCT CTC TCT CT                            | CAC ACA GCA CCT TCC CTA TAA T  |
| CD157          | CAC GGG CTA GAG GAA TCA AAG                               | GCC TGG AGA GGT TAA TGA AGA G  |
| NQO1           | GAG AAG AGC CCT GAT TGT ACT G                             | GCG TCC TTC CTT ATA TGC TAG AG |
| Gapdh          | Predesigned qPCR from IDTDNA were used. Cat # Mm.PT.39a.1 |                                |

# Supplementary material for: Long‐term NAD+ supplementation prevents the progression of age‐related hearing loss in mice
**Source:** Aging Cell. 2023 Jul 3;22(9):e13909. doi: 10.1111/acel.13909
**Supplement:** Supplementary file 2 — Table S1.

**Long-term NAD+ supplementation prevents the progression of age-related hearing loss in mice**

**SUPPLEMENTARY METHODS**

***Audiometry (continued)***

Briefly, mice were anesthetized with ketamine (100 mg/kg) and xylazine (10 mg/kg) via an intraperitoneal (i.p.) injection and placed in a soundproof chamber on a heating pad in such a way that the recorded ear was 7 cm away from the sound source (MF1 Multi-Field Magnetic Speaker). After inserting the needle electrodes sub-dermally (vertex–ventrolateral to pinna), tone burst stimuli (5 ms duration with a 0.1-ms rise-fall time) were presented at variable volume (10–90 dB SPL) in 5 dB steps at 4, 8, 16, and 32 kHz using RZ6 system (Tucker Davis Technologies) with Biosig software (Tucker Davis Technologies). The minimum volume threshold (in dB) that evokes a response at a given frequency was recorded as the outcome measure. The waveforms were determined by an average of 512 responses. The ABR threshold was determined by visual inspection and considered to be the lowest stimulus level at which at least one wave was present.

Raw ABR recording data were extracted using the BioSigRZ software. Voltage values were sampled at a rate of 50,000 Hz (every 0.02 ms) for a duration of 4.5 ms following stimulus presentation. Representative waveforms were calculated and reconstructed offline by averaging the voltage values at each time point using TDT BioSigRZ software. Waves I-V were identified by a series of characteristic peak-to-following-trough forms.

DPOAE measurement was described previously ^9^. Briefly, an earplug connected to a small microphone (ER-10B+) and two speakers (MF1 Multi-Field Magnetic Speaker) was inserted into the outer ear canal of each mouse. Using the RZ6 system (Tucker Davis Technologies) with Biosig software (Tucker Davis Technologies), a series of auditory stimuli were delivered to the speaker, each composed of two tones at equal decibel levels but distinct frequencies, *f*1 and *f*2, where *f*2 > *f*1, *f*2/*f*1 = 1.2 at *f*0 = 10, 12, 16, and 32 kHz (*f*0 = (*f*1 × *f*2)1/2). The decibel level of both tones varied over the range of 80 dB SPL to 10 dB SPL in 5-dB steps. The distortion product at the frequency 2*f*1 − *f*2 was recorded at each frequency tested as an average of 512 responses.

***NAD+ quantification (continued)***

Dissected cochlea were placed in NADH/NAD extraction buffer (Abcam, ab65348) and homogenized with a micro pestle. NAD+ and NADH levels in cochlea were quantified using the NAD/NADH Assay Kit per manufacturer instructions. Samples were normalized to total protein concentration in each cochlea using Pierce™ BCA Protein Assay Kit. Note: NAD+ samples in CBA/CaJ cochlear samples were measured 1.5 years after their extraction from the mice.

***RNA sequencing (continued)***

Library construction and sequencing were performed by Novogene. RNA purity was checked using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, the NEBNext adaptor with a hairpin loop structure was ligated to prepare for hybridization. To select cDNA fragments preferentially of 150~200 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER™ Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on an Illumina Novaseq sequencer according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on the same machine and paired-end reads were generated.

RNAseq analysis was provided by Novogene. Original image data file from Illumina was transformed to sequenced reads (raw data) by CASAVA base recognition (base calling). Datasets are being uploaded to GEO. Raw data was subjected to data QC including error rate distribution, GC content distribution, and data filtering. Mapping was performed using STAR (v2.6.1d, mismatch=2) and reads were mapped to the mouse reference genome mm10. Quantification was conducted by FeatureCounts (v1.5.0) under default mode. Normalization and differential gene expression used DESeq2 (v1.26.0) ^45^. Genes with p-value ≤0.05 were passed on for enrichment analysis (Gene Ontology and KEGG) using ClusterProfiler (v3.8.1) and terms with padj <0.05 were considered significant.

***Ex-vivo mitophagy analysis in the cochlea (continued)***

Ex-vivo mitophagy analysis on cochlear tissues was performed as follows: Dissected temporal bone is placed in a silicone elastomer-coated dissection dish filled with 1X PBS at 4°C. Cochlea with otic capsule was removed from temporal bone and stabilized on the dish using pins. The otic capsule was slowly snipped off using Dumont #5 Fine Forceps (Fine Science Tools, #11254-20) and Vannas-Tübingen Spring Scissors (Fine Science Tools, #15003-08) and separated from cochlea inside the capsule without damaging the cochlear structure. The cochlea is then fragmented into the apex, middle, and base and placed on Nunc™ Glass Bottom Dishes (Thermo Scientific™, #150680) with 1X PBS at 4°C containing DAPI (Thermo Scientific™, #62248) at a final concentration of 1/3000 mg/ml. Following 10 mins of incubation, excess PBS was removed from the plate, and cochlea were imaged using a Zeiss 880 LSM confocal microscope.

How the deposited data were processed for this re-analysis (not part of the article)

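RNA-seq counts of the cochlea of 12-month-old mtKeima mice were analysed, from 5 NR-treated and 5 non-treated mice. The paper's methods describe male mice, while the sample labels say female. As the authors deposited them, the values are raw read counts per gene, which Novogene made with STAR alignments to mm10 and featureCounts in its default mode after quality control and filtering of the reads. No normalization had been applied, and each file holds 1 mouse. The reads themselves were not analysed here, so the alignment and the counting were not repeated. The annotation release is not named in the paper's text, and 54409 of the 54532 gene identifiers were found in the reference annotation, from which coordinates and gene symbols were taken. Experiments other than the RNA-seq of the cochlea, including RT-PCR, western blots, HEI-OC1 cells and CBA/CaJ mice, have no counts and were not analysed here.

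The total count per mouse lay between 17060379 and 24419230. At this depth, 18329 genes passed the filterByExpr function of edgeR version 4.0.16, and they were tested with its quasi-likelihood test (glmQLFit and glmQLFTest with default settings) after TMM normalization. R was version 4.3.3, and python, version 3.11.15, was used for figures and for the overlap of exons. The comparison was NR-treated against non-treated, with no covariate. Adjusted p-values are from the Benjamini-Hochberg method. Genes left out by the filter and named in the text were tested in the fit of all 33224 genes with at least 1 read. Exact permutation tests used all 252 labelings of the 10 samples and were two-sided. Those of named genes compared log2 CPM with a small offset added to the CPM. No pair of samples had the same counts, as tested by comparing each pair with the sampling noise of counts.

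The genes named in the text are those the paper names for these samples or for RT-PCR of the same comparison, the NAD genes of its Fig. S8, the sex genes, and up to 5 genes in each direction with the largest change among genes at an adjusted p of 0.05 whose groups do not overlap, of which there were 0. Members of lists are named to describe their list. Ighv1-14 was chosen after its values were seen. The 10 lists tested for over-representation were synaptic vesicle cycle, postsynaptic membrane, nicotine addiction, dilated cardiomyopathy, PPAR signaling, sensory perception of sound, inner ear development, histones, nuclear genes of oxidative phosphorylation, and proteins encoded by the mitochondrial genome. They were written by hand, and their members are not those of the GO and KEGG versions that the paper used. The other terms of Fig. 3c and 3d, such as cholinergic and dopaminergic synapse, were not analysed here. The 16 marker lists were adipocyte-restricted genes, PPAR targets not restricted to adipocytes, skeletal muscle, central nervous system glia, central neurons, spiral ganglion neurons, Schwann cells, hair cells, supporting cells and tectorial membrane, stria vascularis and fibrocytes, bone, B lymphocytes and plasma cells, neutrophils and myeloid progenitors, erythroid cells, immediate early genes, and sex genes. These lists, the comparison, its tests and the rule for naming genes were fixed before the data were examined. Another 5 lists were chosen once results had been seen: pigment cells, strial marginal cells and fibrocytes, replication-dependent histones, replacement histones, and proliferating cells. A list of RNAs without a poly(A) tail was also written then and dropped, since fewer than 2 of its genes were tested. A pair of Reactome pathways came from fgsea version 1.28.0 and was picked by name without sight of its results.

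Over-representation was tested with one-sided Fisher's exact tests, and lists were also tested with camera and fry of limma version 3.58.1 on log2 CPM. The level of a list in a sample is the mean log2 CPM of its tested genes. The alternatives were DESeq2 version 1.42.0, a later version than the one in the supplementary methods, its size factors in edgeR, other filters on low counts, a robust dispersion, the replicate number as a block, other distances, other list tests and backgrounds, covariates for adipocyte and muscle genes, and leaving out each sample in turn. The groups were compared with 100 of the 126 splits of the samples into 5 and 5, drawn with a fixed seed and with the real split included.

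The tests were tested on simulated data with the sample sizes and dispersions of these files. With 200 genes changed, edgeR tested 194 of them and recovered 83.0% at an adjusted p of 0.05, with 7 false calls among 18081 tested genes, with 98.0% of the genes whose log2 change was 2 and 67.7% of those whose log2 change was 1. Smaller changes were not simulated. DESeq2 tested all 200 and recovered 82.0% of them, with 43 false calls, so the percentages of the 2 tools have different bases. With 0 genes changed, edgeR made 0 calls and DESeq2 made 23, and 4.78% and 4.91% of genes had an unadjusted p of 0.05. The simulated genes were drawn independently, while genes of the real samples vary together. Other splits of the real samples gave up to 312 genes at an adjusted p of 0.05 in edgeR and up to 1227 in DESeq2. The simulated numbers of false calls thus do not carry over to these samples.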

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

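The splits of the samples for each gene list, and the fits of marker lists without 1 sample, were chosen only after the results were seen. Among 130 groups of 5 values that were examined for a sample far from the others (library measures, named genes and gene lists, each in NR-treated and non-treated mice), 6 groups had 1 beyond Dixon's 95% critical value of 0.71. At 1 in 20, chance gives 6.5, so these samples as a set are no more than chance gives. No biological explanation was tested for a single sample, since the design names nothing that differs within a group.

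In Vehicle replicate 2, the 10 most counted genes took 9.13% of the counts, while the next non-treated mouse had 6.62%. A few genes taking many counts lower the share of all others, which TMM normalization is made to correct, and its factor for this sample was 0.953. Without Vehicle replicate 2, edgeR gave 1015 higher and 932 lower genes at an unadjusted p of 0.05. The list of PPAR signaling then had an adjusted p of 0.160 in the Fisher test.

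Pck1 had a log2 CPM of 4.64 in NR replicate 2, where the next NR-treated mouse had 2.41. Without this sample the log2 fold change of Pck1 was 2.28. The same sample had the highest level of the adipocyte-restricted list, 4.50, and without it the median log2 fold change of that list was 0.26. More adipose tissue in this dissection may explain both values, but a comparison of single samples does not test it.

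Vehicle replicate 1 stood apart in 3 lists. Its mean log2 CPM was 2.74 for skeletal muscle (next highest 1.87), 3.82 for central nervous system glia (next lowest 4.86) and 3.88 for immediate early genes (next lowest 4.29). In NR replicate 2, the neutrophil and myeloid progenitor list had a mean log2 CPM of 5.13 (next lowest 6.75). A different share of muscle, nerve or marrow in these dissections may be the source, and the samples hold no second measure of tissue share to test it. Without Vehicle replicate 1 the median log2 fold change of the glia list was -0.23, and without NR replicate 2 that of the neutrophil list was 0.65. Among immediate early genes it stayed between -0.23 (without NR replicate 1) and -0.070 (without Vehicle replicate 4).

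Genes listed as adipocyte-restricted, which the paper does not analyse as a group, were higher in NR-treated mice. Their median log2 fold change was 0.47, with 20 of 22 tested genes higher, and 2 of 100 splits of the samples, the real one included, gave a median as large. The mean log2 CPM was 4.15 ± 0.27 (SD, n = 5) in NR-treated and 3.36 ± 0.25 (SD, n = 5) in non-treated mice. Every NR-treated mouse lay above every non-treated mouse (exact permutation test, p = 0.00794, the smallest it can give). Adjusted over 16 marker lists, this p was 0.127. The camera test with a preset correlation gave an adjusted p of 5.02e-08. With the estimated correlation it was 0.176, and in fry it was 0.0587. When each sample was left out, the median stayed between 0.26 (without NR replicate 2) and 0.55 (without NR replicate 4).

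More adipose tissue in the NR-treated samples needs a rise of the list and of Adipoq, Fabp4 and Cfd, which were named in advance. The list had the median of 0.47, and Adipoq (log2 fold change 0.70, adjusted p = 0.601), Fabp4 (1.34, adjusted p = 0.437) and Cfd (2.36, adjusted p = 0.224) were higher. The members with the most counts did not share this rise. Fasn had a log2 fold change of -0.066 (standard error 0.18), Nnat -0.14 (0.14), Pnpla2 0.11 (0.075) and Acaca 0.16 (0.089). Their levels in non-treated mice were 370, 294, 98.3 and 61.1 CPM, which would hide a small share of adipose tissue. Adipoq had 7.18 CPM there, so other cells may express these members. Whether each gene of the list is restricted to adipocytes was not tested. None of the list's genes is in Fig. 3e, 5 of the 22 are also in the PPAR signaling list, and 17 of the 22 had at least 1 CPM in every non-treated mouse, so some expression in the dissected tissue was present without NR. With the level of this list as a covariate, the log2 fold changes fell from 3.04 to 1.27 for Cidec, from 3.05 to 0.89 for Plin1, from 3.34 to 0.43 for Pck1 and from 2.98 to 0.57 for Lep. Group and covariate move together here, so this fit does not say which of them comes first. Higher PPAR activity throughout the cochlea would also raise PPAR targets that are not restricted to adipocytes. Of 28 such genes 14 were higher, 14 of the 28 are in the PPAR signaling list, the median log2 fold change was 0.0039, and 89 of 100 splits gave a median as large. The mean log2 CPM of this list was 5.77 ± 0.09 (SD, n = 5) in NR-treated and 5.76 ± 0.06 (SD, n = 5) in non-treated mice. These values argue against a rise of these targets as a set, though a rise smaller than this spread would be missed. The list does not test PPAR activity in a part of the cells or on other targets. More adipose tissue and such PPAR activity cannot be told apart from these counts. The difference in library size (exact permutation test, p = 0.357) and the overlap of exons (0% of exonic bases of Cidec, Plin1, Pck1 and Lep) argue against those technical explanations. An effect of NR on fat cells at the cochlea stays open as well and was not tested.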

How the results depend on the processing

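The alternatives were set before the data were examined, except those named here as added. Chosen after seeing the data were the edgeR likelihood ratio test, the edgeR 4 dispersion, limma voom, DESeq2 without Cook's filter, the distances over DESeq2 genes, and the block and left-out samples for marker lists. The replicate number as a block was run although the numbers do not pair the mice: correlations between samples of the same number, after removing group means, ran from -0.220 to 0.170. Over-representation among genes at an adjusted p of 0.05 was not run, since edgeR called 0 genes there (886 higher and 894 lower at an unadjusted p of 0.05).

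The counts of higher and lower genes at an unadjusted p of 0.05 stayed within 1.5 times 886 and 894 in every fit of all 10 samples except that of all genes with at least 1 read, with 1414 higher genes, of which 849 were among the 886. More genes were tested there. Across the 10 fits that each left out 1 sample, higher genes ran from 669 (without NR replicate 3) to 1414 (without NR replicate 2) and lower genes from 484 (without NR replicate 3) to 1059 (without Vehicle replicate 1), with 521 without NR replicate 1 and 558 without Vehicle replicate 3. At an adjusted p of 0.05, higher genes ran from 0 to 1 in these fits, with 1 without NR replicate 2, and lower genes were 0. The other edgeR alternatives set before the data were examined gave 0 genes. DESeq2 gave 52 higher and 50 lower genes at an adjusted p of 0.05, and 11 that also passed a log2 fold change of 3. The added likelihood ratio test gave 27, 24 and 5. Added DESeq2 without Cook's filter gave 52, 53 and 14. Added voom and the added edgeR 4 dispersion gave 0. With the filter and normalization of edgeR held, the change to the likelihood ratio test thus raised the count. The size factors of DESeq2, other filters and the robust dispersion left it at 0. The rest of the difference from DESeq2 was not tested.

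Values for lists are adjusted p-values. With camera and the estimated correlation they were 0.243 for synaptic vesicle cycle and for postsynaptic membrane, 0.0897 for nicotine addiction, 0.360 for dilated cardiomyopathy, 0.268 for PPAR signaling, 0.427 for sensory perception of sound and for inner ear development, and 0.0856 for histones. With fry they were 0.117 for both synaptic lists, 0.0508 for nicotine addiction, 0.322 for dilated cardiomyopathy, 0.124 for PPAR signaling and 0.373 for both ear lists. These tests allow for correlation between genes, which Fisher's test does not. Camera with the preset correlation gave 0.0940 for dilated cardiomyopathy and 0.0638 for PPAR signaling, and it brought nuclear oxidative phosphorylation to 0.0285 and the mitochondrially encoded proteins to 0.0383. Among genes at or above the median expression, dilated cardiomyopathy had 0.911, PPAR signaling 1, and inner ear development and histones 0.507, with fewer genes tested. With the replicate block, dilated cardiomyopathy had 0.189 and inner ear development 0.142. The cause of the other changes was not tested. DESeq2 kept every list on its side of 0.05.

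Across the 10 fits that each left out 1 sample, the synaptic vesicle cycle, postsynaptic membrane and histone lists stayed under 0.05 and both mitochondrial lists above it. PPAR signaling ran from 0.00619 to 0.160 (above 0.05 without Vehicle replicate 2). Nicotine addiction ran from 7.07e-07 to 0.308 (0.308 without NR replicate 3, 0.108 without Vehicle replicate 2, 0.0533 without Vehicle replicate 3). Sensory perception of sound ran from 2.23e-15 to 0.902 (0.902 without Vehicle replicate 4, 0.538 without Vehicle replicate 3, 0.156 without NR replicate 5, 0.0678 without NR replicate 1). Inner ear development ran from 5.54e-04 to 0.364 (0.364 without NR replicate 1, 0.337 without Vehicle replicate 4, 0.268 without Vehicle replicate 3, 0.156 without NR replicate 5, 0.0579 without NR replicate 3). Dilated cardiomyopathy ran from 0.00480 to 0.744 (0.744 without NR replicate 3, 0.353 without Vehicle replicate 2, 0.337 without Vehicle replicate 4, 0.290 without NR replicate 5, 0.0714 without Vehicle replicate 3, 0.0536 without NR replicate 1).

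The smaller distance within the NR-treated group reversed to 0.338 over genes at an unadjusted p of 0.05 and, added, to 1.22 over such genes of DESeq2. With 1 minus Spearman's correlation it was -0.00435 (exact permutation p = 0.0556). When each sample was left out it ran from -16.1 to -7.93. Its exact permutation p, over 126 labelings in every such fit, was above 0.05 in 6 of 10 fits. These were the fits without NR replicate 3 or any Vehicle replicate.

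The 10 genes of Fig. 3e and Pparg kept their direction in each alternative that tested them. Cacng1, Lep and Ighv8-5 were tested only with DESeq2, among all genes with at least 1 read, with each sample left out and, except Ighv8-5, with a covariate. Of the other genes, only Acta1, Plin1 and Pparg passed the filter of 10 counts in every sample. Of 41 named genes, 8 reversed somewhere, none of them larger in size with all samples than Gpx1, at -0.13. Left-out samples gave ranges of log2 fold change from -0.063 to 0.020 for Cat, -0.28 to 0.10 for Gpx1, -0.069 to 0.0030 for Sod2, -0.018 to 0.13 for Ctbp2, -0.026 to 0.16 for Nmnat1, -0.20 to 0.11 for Nnmt, -0.098 to 0.065 for Cd38 and -0.068 to 0.013 for Eif2s3y. Nnmt was -0.0025 with the block, -0.0020 in the added likelihood ratio test and -0.023 in added voom, and Cd38 was 0.0020 among all genes with at least 1 read. The median of the PPAR targets not restricted to adipocytes ran from -0.0084 (without Vehicle replicate 5) to 0.039 and that of central nervous system glia from -0.23 to 0.059 (without Vehicle replicate 4), with 0.025 for glia under the block. For marker lists, leaving out 1 sample raised the adjusted p of camera above 0.05 in 17 of 160 fits and lowered it to 0.05 or less in 7. Another 27 gene values passed an adjusted p of 0.05 where the edgeR test did not. The cause was not tested.

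Depth limits the genes with few reads. Lep, Cacng1 and Ighv8-5 did not pass the count filter, and their changes rest in part on samples with fewer than 10 reads.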

Differences from the paper's values

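The paper lists 10 genes past an adjusted p of 0.05 and a log2 fold change of 3 in Fig. 3e, and edgeR gave 0 (886 higher and 894 lower genes at an unadjusted p of 0.05). Of the alternatives set before the data were examined, the Wald test of DESeq2, which is the tool named in the supplementary methods, closed the gap with 11 genes. These were the 10 of Fig. 3e and Ighv1-14. The size factors of DESeq2 in edgeR, other filters, the robust dispersion, the replicate block and each left-out sample gave 0. Of the alternatives chosen after seeing the values, the edgeR likelihood ratio test gave 5 genes and DESeq2 without Cook's filter gave 14, while voom and the edgeR 4 dispersion gave 0.

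The paper's adjusted p-values printed in Fig. 3e, rounded here, are about 0.045 for Acta1, about 0.045 for Tnni2, about 0.038 for Cacng1, about 0.0026 for Pck1, about 0.013 for Rpl3l, about 0.038 for Lep, about 0.03 for Igkv4-55 and about 0.038 for Ighv8-5. The printed values of Plin1 and Cidec, converted here to -log10 and rounded, are about 6.8 and about 8.3. On this scale edgeR gave 0.649 for each and DESeq2 gave 6.82 and 8.27. In edgeR the adjusted p-values were 0.420 for Acta1, 0.420 for Tnni2, 0.494 for Cacng1, 0.370 for Pck1, 0.408 for Rpl3l, 0.224 for Plin1, 0.224 for Cidec, 0.484 for Lep, 0.408 for Igkv4-55 and 0.494 for Ighv8-5. Of the alternatives set before the data were examined, DESeq2 closed the gap for all 10 genes, with 0.0444 for Acta1, 0.0447 for Tnni2, 0.0378 for Cacng1, 0.00257 for Pck1, 0.0131 for Rpl3l, 1.5e-07 for Plin1, 5.4e-09 for Cidec, 0.0374 for Lep, 0.0299 for Igkv4-55 and 0.0378 for Ighv8-5. None of the other alternatives set before the data were examined did, for any of the 10. Their lowest value with all samples was 0.0919, for Cidec among all genes with at least 1 read. The edgeR likelihood ratio test, chosen after seeing the values, tested 7 of the 10 and called 5 at 0.05: Cidec (1.17e-06), Plin1 (1.6e-05), Pck1 (0.00173), Rpl3l (0.0471) and Igkv4-55 (0.0260). DESeq2 without Cook's filter, also chosen after seeing the values, called all 10, from 2.79e-09 for Cidec to 0.0449 for Tnni2.

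The paper states that NR-treated samples cluster more closely together on the differentially expressed genes (Fig. 3b). Over the genes at an unadjusted p of 0.05, the mean distance within NR-treated mice was 24.4 and within non-treated mice 24.1. Over the corresponding DESeq2 genes, a set chosen after seeing the values, the difference was 1.22 (exact permutation p = 0.778). Over all tested genes it was -11.9, with the NR-treated mice closer together.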

Other observations

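Tests chosen only after the results were seen were the splits for DESeq2 and for each list, the fits of marker lists without 1 sample, the lists of pigment cells, strial marginal cells, histone classes and proliferating cells, the covariate tests of histones and of the stria vascularis, and the correlations between list levels. For explanations by a share of tissue, a list counted as changed at an adjusted p of 0.05 in camera with the preset correlation, a limit that was also set after list values had been seen. By this test 10 of 16 marker lists changed. With the estimated correlation 0 of 16 did (smallest adjusted p 0.176), as in fry (0 of 16, smallest 0.0587). These weaker results apply to each of the 16 lists below. Exact permutation tests of list levels also gave 0 of 16 (smallest adjusted p 0.127). There the list with the smallest possible p, 0.00794, had 0.127 after adjustment. These permutation tests could thus hardly call a single list and decide nothing here.

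Of 100 splits of the 10 samples into 5 and 5, the real one included, 12 gave at least the 1780 genes at an unadjusted p of 0.05. At an adjusted p of 0.05 the real split gave 0 genes, so 100 of 100 gave as many, and the highest count was 312. With DESeq2, 12 of 100 splits gave at least 2183 genes at an unadjusted p of 0.05. At an adjusted p of 0.05, 10 of 100 gave at least 102 genes, with a median of 2 genes in the other splits and a highest count of 1227.

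The number of higher or lower genes in a list, whichever was tested, was as large in 8 of 100 splits for the synaptic vesicle cycle, 1 for postsynaptic membrane (the real split alone), 6 for nicotine addiction, 10 for dilated cardiomyopathy, 8 for PPAR signaling, 22 for sensory perception of sound, 21 for inner ear development, 2 for histones, 44 for nuclear oxidative phosphorylation and 33 for mitochondrially encoded proteins. By the size of the median log2 fold change, the counts were 10, 18, 1, 14, 18, 43, 30, 4, 71 and 43 in the same order. The measures part ways for postsynaptic membrane, with 1 and 18 of 100, and for nicotine addiction, with 6 and 1.

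Acta1, Tnni2, Cacng1 and Rpl3l were higher in NR-treated mice, and more skeletal muscle in these samples is consistent with the values. Genes of the skeletal muscle list had a median log2 fold change of 1.47, with 27 of 28 higher, and stayed between 1.01 and 1.88 when each sample was left out. Its members Ckm (4.75, adjusted p = 0.423), Mylpf (2.53, adjusted p = 0.436) and Myh4 (2.42, unadjusted p = 0.0783 from edgeR), which were named in advance, were higher. The members with the most counts in non-treated mice moved less, with log2 fold changes of 0.038 for Pygm, 0.13 for Mybpc1 and 0.42 for Eno3, at 54.1, 34.6 and 29.7 CPM there. None of the list's genes is in Fig. 3e, 2 are in the dilated cardiomyopathy list, and 17 of 28 had at least 1 CPM in every non-treated mouse. The level was highest in NR replicates 3 and 5, at 4.69 and 4.87, against 1.69 in NR replicate 1, and 20 of 100 splits gave a median as large. An effect of NR on muscle stays open and was not tested.

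For the higher synaptic lists, more central nervous tissue and a larger share of nerve were weighed. Central nervous system glia had a median log2 fold change of -0.027, with 7 of 19 genes higher, and central neurons one of 0.11, with 8 of 13 higher (91 and 26 of 100 splits as large). The glia median ran from -0.23 (without Vehicle replicate 1) to 0.059 (without Vehicle replicate 4), and that of central neurons from 0.048 (without Vehicle replicate 4) to 0.24 (without Vehicle replicate 3). Without Vehicle replicate 1 the glia list was lower in NR-treated mice (camera adjusted p = 1.16e-04, against 0.854 with all samples), which goes against more central nervous tissue but rests on leaving out 1 sample. Genes that go both ways with all samples leave this explanation open. Spiral ganglion neurons had a median of 0.15 with 21 of 30 genes higher (camera adjusted p = 8.26e-04, 21 of 100 splits as large). It was 0.23 without Vehicle replicate 5 and 0.095 without Vehicle replicate 4, where its adjusted p was 0.0762. Schwann cells, which a larger share of nerve would also raise, had a median of 0.11 with 10 of 14 genes higher (camera adjusted p = 0.293, 44 of 100 splits), from 0.056 without NR replicate 3 to 0.20 without NR replicate 2. Without NR replicate 4 its adjusted p was 0.0426. A larger share of nerve and higher synaptic expression cannot be told apart, since the Schwann cell list moved too little to decide. Of the spiral ganglion genes, 4 of 30 are in a tested list.

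For the lower genes of the sensory epithelium, the hair cell list had a median log2 fold change of -0.36 with 22 of 27 genes lower (camera adjusted p = 0.0552, 36 of 100 splits as large). Of its genes 23 of 27 are also in the sound list, and the median was -0.094 without Vehicle replicate 4 and -0.50 without Vehicle replicate 2. Its adjusted p was under 0.05 in 5 fits that left out 1 sample, with 0.00490 without NR replicate 2, 0.0282 without NR replicate 3, 0.00652 without Vehicle replicate 1, 0.00145 without Vehicle replicate 2 and 0.0142 without Vehicle replicate 5. Supporting cells and tectorial membrane had a median of -0.33 with 16 of 20 lower (adjusted p = 6.51e-04, 19 of 100 splits), and -0.22 without Vehicle replicate 3. A smaller share of sensory epithelium needs both lists to fall, and the hair cell list missed the limit, so this and a fall in expression cannot be told apart. All 22 genes of the stria vascularis and fibrocyte list were lower, with a median of -0.47 (adjusted p = 2.30e-09, 9 of 100 splits) that stayed between -0.58 and -0.33 when each sample was left out. Bone genes were higher, with a median of 0.33 (adjusted p = 0.00549, 29 of 100 splits), 13 of 18 genes higher, and 0.13 without NR replicate 1. Its adjusted p was then 0.0871, and it was 0.105 without NR replicate 5 and 0.0762 without Vehicle replicate 4. The bone genes with the most counts went both ways. Log2 fold changes were -0.17 for Spp1 and -0.092 for Ibsp, but 1.09 for Col1a2 and 1.74 for Col1a1. More bone in the NR-treated samples could lower the strial genes. With the bone level as a covariate, the group difference of the strial level went from -0.46 to -0.23 (permutation of group labels with the covariate held, p = 0.143), which leaves it open. The list of strial marginal cells and fibrocytes, which shares 11 of its 20 genes with the sound list, had a median of -0.43 (15 of 100 splits).

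Across the 10 samples, 5 correlations between list levels were computed, with p-values from 100000 permutations and adjusted over the 5. Bone and stria vascularis levels had r = -0.828 (p = 0.00256, adjusted 0.00640) and rho = -0.794 (adjusted 0.0261), with r = -0.723 without the 2 samples farthest from the median of bone, -0.722 within NR-treated and -0.901 within non-treated mice. Bone and hair cells had r = -0.710 (p = 0.0206, adjusted 0.0258) and rho = -0.600 (adjusted 0.121), with -0.751 without the 2 samples, -0.926 within NR-treated and -0.736 within non-treated mice. Stria vascularis and hair cells had r = 0.800 (p = 0.00604, adjusted 0.0101) and rho = 0.564 (adjusted 0.121). Without the 2 farthest samples r was 0.245, so the size of r over all 10 samples depends on them. Within NR-treated mice it was still 0.727, and within non-treated mice it was 0.950. Proliferating cells and replication-dependent histones had r = -0.136 (adjusted 0.709) and rho = -0.0545 (adjusted 0.891), with -0.643 without the 2 farthest samples and -0.269 and -0.613 within the groups. Proliferating and erythroid cells had r = 0.937 (adjusted 4.0e-04) and rho = 0.782 (adjusted 0.0261), with 0.848 without the 2 samples and 0.739 and 0.965 within the groups. The correlations within each group of 5 samples were not tested.

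Igkv4-55 and Ighv8-5 were lower in NR-treated mice, and fewer B lymphocytes and plasma cells in these samples would lower their other genes too. That list had a median log2 fold change of -0.24 with 19 of 22 genes lower (camera adjusted p = 0.0417), which is consistent with this explanation. The support is weak, since 35 of 100 splits gave a median as large and it was -0.11 without Vehicle replicate 2 and -0.43 without NR replicate 3. Its adjusted p was above 0.05 in 4 fits, with 0.189 without Vehicle replicate 2, 0.260 without Vehicle replicate 1, 0.301 without NR replicate 2 and 0.113 without NR replicate 4. Of its 22 genes, 17 had at least 1 CPM in every non-treated mouse. Ighv1-14, a variable segment pseudogene chosen after its values were seen, had 0 reads in every NR-treated mouse and 1 to 48 in non-treated mice. Against a floor of 3 counts the mean of non-treated mice was 5.13-fold higher, but 2.79-fold without Vehicle replicate 4, and 2 of the non-treated mice lay below this floor (exact permutation test of all samples, p = 0.00794, the smallest it can give). In mice, which rearrange these segments differently in each animal, the use of single segments can differ between mice for reasons unrelated to treatment, and this was not tested.

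Replication-dependent histone genes had a median log2 fold change of -0.48, with 21 of 22 genes lower, and 3 of 100 splits gave a median as large. All 22 belong to the histone list already tested. Their level was lower in each NR-treated mouse than in every non-treated mouse (exact permutation test, p = 0.00794, adjusted over the 5 later lists p = 0.0397). The adjusted p was 1.65e-09 in camera with the preset correlation, 0.0793 with the estimated one and 0.0356 in fry. Replacement histones, with a median of -0.049 (8 of 10 lower), did not share this change by more than chance, as 51 of 100 splits were as large. The difference between these classes was not tested. Fewer proliferating cells in the NR-treated samples would account for the fall only if it went with that list. Genes of proliferating cells had a median of -0.31 with 25 of 25 lower (35 of 100 splits). With their level as a covariate, the group difference of the histone level was -0.50 against -0.45 without it (permutation of group labels with the covariate held, p = 0.00794), which argues against proliferating cells as the whole cause. Reads of RNA without a poly(A) tail are another technical explanation, since these histone mRNAs carry none and may vary with poly(A) selection. It had no list to test it, and -0.50 does not exclude it.

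The remaining marker lists had these medians: erythroid cells -0.43 (18 of 18 lower, 27 of 100 splits as large, -0.16 without Vehicle replicate 1), neutrophils and myeloid progenitors 0.43 (17 of 18 higher, 28 of 100 splits, 0.27 without Vehicle replicate 3 and 0.65 without NR replicate 2), immediate early genes -0.13 (16 of 21 lower, 28 of 100 splits, -0.23 without NR replicate 1 and -0.070 without Vehicle replicate 4) and sex genes -0.061 (4 of 4 lower, 20 of 100 splits, -0.035 without Vehicle replicate 4). Pigment cell genes had a median of -0.29 (14 of 18 lower, 16 of 100 splits). That list was written from genes already seen among the lowest, so its tests are no evidence.

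The sample labels give the sex as female, while the methods describe males. A mislabelled sample of the other sex would lack reads of genes of the Y chromosome. The 10 samples had 1235 to 1928 reads of Ddx3y, 444 to 721 of Uty, 528 to 733 of Kdm5d and 949 to 1542 of Eif2s3y, and the lowest level of Ddx3y was 64.5 CPM. Xist had 2 to 8 reads, with 12.6% of its exonic bases shared with other genes. All 10 samples thus had the reads of male mice, and a single sample of female sex is excluded. Whether NR and Vehicle labels were exchanged cannot be seen from sex genes.

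Pparg had a log2 fold change of 0.97 in edgeR (standard error 0.23, unadjusted p = 0.00147, adjusted p = 0.408), with 4 of 5 NR-treated mice above every non-treated mouse. In DESeq2 its adjusted p was 0.0201. The paper's own measurement of PPARγ levels (Fig. 4b), which was not analysed here, showed no difference after NR. It was 4.21 ± 1.12 CPM (SD, n = 5) in NR-treated and 2.15 ± 0.478 CPM (SD, n = 5) in non-treated mice (exact permutation test, p = 0.0159). Of the 10 NAD genes of Fig. S8, 3 were higher, and the adjusted p-values ran from 0.512 to 0.996. Bst1 had the lowest, with a log2 fold change of 0.46, and 0.29 without NR replicate 1. The 5 antioxidant genes (Cat, Gpx1, Gpx2, Sod1 and Sod2) had adjusted p-values from 0.672 to 0.867. The log2 fold change of Cat was -0.041, that of Gpx1 -0.13 and that of Sod1 0.048, and those of Gpx2 and Sod2 were -0.39 and -0.039. Without Vehicle replicate 1 Gpx1 had 0.10 and Cat 0.020, without Vehicle replicate 4 Gpx2 had -0.15, and without NR replicate 1 Sod2 had 0.0030. Among other genes the paper names, Cdh23 had a log2 fold change of -0.68 (adjusted p = 0.499, and -0.39 without Vehicle replicate 4), Mfn2 0.084 (adjusted p = 0.646) and Ctbp2 0.024 (adjusted p = 0.954, and -0.018 without Vehicle replicate 1). Nnt had 1 to 23 reads per mouse and a log2 fold change of -1.01 (adjusted p = 0.559). A second gene identifier of Nnt shares 47.4% of its exonic bases, so these reads do not show how much Nnt is expressed.

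Across the tested genes, log2 fold changes had a Spearman correlation of -0.0915 with gene length and of -0.0712 with mean expression. The median length was 3591 bases for higher and 4626 for lower genes at an unadjusted p of 0.05. These are relations across genes, which are not independent replicates.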
